# Functional dissection of the *ash2 *and *ash1 *transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions

**DOI:** 10.1186/gb-2007-8-4-r67

**Published:** 2007-04-28

**Authors:** Sergi Beltran, Mireia Angulo, Miguel Pignatelli, Florenci Serras, Montserrat Corominas

## Abstract

**Background:**

The trithorax group (trxG) genes *absent*, *small or homeotic discs 1 *(*ash1*) and *2 *(*ash2*) were isolated in a screen for mutants with abnormal imaginal discs. Mutations in either gene cause homeotic transformations but Hox genes are not their only targets. Although analysis of double mutants revealed that *ash2 *and *ash1 *mutations enhance each other's phenotypes, suggesting they are functionally related, it was shown that these proteins are subunits of distinct complexes.

**Results:**

The analysis of wing imaginal disc transcriptomes from *ash2 *and *ash1 *mutants showed that they are highly similar. Functional annotation of regulated genes using Gene Ontology allowed identification of severely affected groups of genes that could be correlated to the wing phenotypes observed. Comparison of the differentially expressed genes with those from other genome-wide analyses revealed similarities between ASH2 and Sin3A, suggesting a putative functional relationship. Coimmunoprecipitation studies and immunolocalization on polytene chromosomes demonstrated that ASH2 and Sin3A interact with HCF (host-cell factor). The results of nucleosome western blots and clonal analysis indicated that ASH2 is necessary for trimethylation of the Lys4 on histone 3 (H3K4).

**Conclusion:**

The similarity between the transcriptomes of *ash2 *and *ash1 *mutants supports a model in which the two genes act together to maintain stable states of transcription. Like in humans, both ASH2 and Sin3A bind HCF. Finally, the reduction of H3K4 trimethylation in *ash2 *mutants is the first evidence in *Drosophila *regarding the molecular function of this trxG gene.

## Abstract 2

Analysis of the gene expression profiles of wing imaginal discs from *ash2 *and *ash1 *mutants shows that they are highly similar, supporting a model in which they act together to maintain stable states of transcription.

## Background

During early development, transcription factors and signalling molecules initiate a cascade of developmental decisions that culminates in lineage restriction, cell determination and cell differentiation. However, commitment to a particular cell fate in the early embryo must be maintained throughout development, even after the factors that specified the cell fate are no longer present. The trithorax group (trxG) and Polycomb group (PcG) proteins are positive and negative regulators, respectively, that are involved in maintaining heritable patterns of transcription during development and differentiation (recently reviewed in [1-3]). Although the way in which trxG and PcG proteins recognize their target genes is not fully understood, Polycomb and trithorax response elements (generally termed PREs) are known to play an important role in this process, since they represent the DNA sequences upon which trxG and PcG complexes are assembled (for a review, see [3]). Genetic studies in *Drosophila *have shown that mutations in trxG and PcG genes result in flies with homeotic transformations due to inappropriate expression of Hox genes [4-6]. However, Hox genes are not the only targets [7-9]. The *absent*, *small or homeotic discs *2 (*ash2*) gene is a member of the trxG that was discovered, together with *ash1*, in a screen for late larval and early pupal lethal mutations that generated abnormal imaginal discs [10]. Mutations in *ash2 *and *ash1 *cause the homeotic transformations expected for this group and, in the case of *ash2*, a variety of pattern-formation defects in the wings [7,10-13]. Moreover, since analysis of double mutants reveals that *ash2 *and *ash1 *mutations enhance each other's phenotypes, it is likely that the genes are functionally related [13].

Using the fly wing as a model system, several approaches have been used to gain insight into the role of ASH2. Loss-of-function mutations in *ash2 *result in extra vein tissue and we have demonstrated through genetic analysis, clonal analysis and expression analysis of candidate genes that *ash2 *is involved in the maintenance of intervein cell identity [11,12]. Further insights have been gained using microarrays covering one-third of the *Drosophila *genome to analyze gene expression in whole larvae, an approach that identified several genes involved in the cell cycle, cell proliferation and cell adhesion, which are regulated by *ash2 *in larval tissues [7].

PcG and trxG proteins are assembled into dynamic multimeric complexes, several of which have been purified from organisms ranging from yeast to humans [14,15]. Although no biochemical studies in *Drosophila *have fully described the complexes in which ASH1 and ASH2 are involved, it has been shown that they are subunits of distinct complexes [16] and, in addition, it has been reported that ASH2 binds SKTL, a putative nuclear phosphatidylinositol 4-phosphate 5-kinase [17].

In *Saccharomyces cerevisiae*, two proteins (Bre2 and Spp1) have been proposed to associate to give a full ASH2 analogue in the complex termed Set1C [18,19] or COMPASS [20], which can methylate the Lys4 on histone 3 (H3K4) [18,19]. In mammals, ASH2 has been found in the COMPASS counterpart [21], in ASCOM [22], in two Menin-containing complexes [23,24] and in a histone methyltransferase complex bound by host cell factor 1 (HCF-1) [25]. It has recently been shown that mammalian ASH2 plays a role in the trimethylation of H3K4, a modification associated with transcriptionally active genes [26]. The presence of ASH2 in such a wide variety of complexes is an indication that it must be involved in the regulation of many different processes. ASH1 contains a SET domain and is an H3K4, H3K9 and H4K20 methyltransferase [27,28] required to prevent transcriptional repression by members of the PcG in *Drosophila *[29].

Systematic examination of gene expression patterns using whole-genome techniques, principally microarrays, allows the identification of most or all genes engaged in specific developmental processes [30,31]. However, simply listing genes associated with a certain tumor or developmental stage is insufficient to identify the biological processes in which these genes are involved, and comparative approaches are probably necessary to obtain a broader, yet more informative, picture of the phenomena under investigation. The work presented here is the first attempt to compare three alleles (*ash2*^112411^, *ash2*^*I*1 ^and *ash1*^22^) from two trxG proteins (ASH2 and ASH1) by analysis of their transcriptome using tools based on Gene Ontology (GO) [32,33] and comparisons with published genome-wide data arising from microarray analysis or *in silico *predictions. Using this approach, we have been able to finely dissect the biological processes altered by mutations in *ash2 *and *ash1 *and to assess the similarity between them. We show that, despite the different nature of the *ash2*^112411 ^and *ash2*^*I*1 ^alleles, their transcriptomes are very similar. Furthermore, we present data indicating that ASH1 and ASH2 act upon similar biological processes and genes, supporting the observation that *ash2 *and *ash1 *are functionally related. Moreover, since the number of regulated genes common to both *ash2 *and *Sin3A *mutants is higher than expected, we performed immunoprecipitation experiments that show that, as already reported in humans, Sin3A and ASH2 can both bind HCF [25]. Finally, we have detected a severe reduction of H3K4 trimethylation in *ash2 *mutants, which suggests that ASH2 might play a role in methyltransferase activity while associating with complexes similar to those found in yeast and humans.

## Results and discussion

### Whole genome analysis of *ash1 *and *ash2 *mutant wing imaginal disc

To characterize the molecular signature of *ash1 *and *ash2 *mutant wing discs, we compared whole genome expression profiles in wing imaginal discs from bromophenol blue-staged third instar larvae for the alleles *ash2*^*I*1^, *ash2*^112411 ^and *ash1*^22 ^with those from an isogenic line used as a common reference. 

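Wing discs of blue-gut staged larvae carrying the *ash2* alleles I1 (ash2-I1) and 112411 (ash2-112411) or the *ash1* allele 22 (ash1-22) were compared on dual-channel oligonucleotide arrays with discs of the isogenic DrosDel line, whose RNA was pooled into 1 reference. Each allele had 2 RNA extractions, and each extraction was hybridized on 2 arrays with the dyes exchanged, which makes 4 arrays per allele and 12 in all. By the paper's methods, the arrays were quantified with GenePix, spots below its quality thresholds were removed, background was corrected with normexp, and ratios were normalized with OLIN within arrays and scaled by the median absolute deviation within each set of 4 arrays. The deposited values are log2 ratios of Cy5 over Cy3 for 16416 spots, of which 14258 have a value on at least 1 array. Arrays with the mutant in Cy3 were turned, so every ratio given here is mutant over reference. The spots measured per array numbered 7542 to 8007 for ash2-I1, 10441 to 11179 for ash2-112411 and 5804 to 10747 for ash1-22. The median absolute deviation of the log2 ratios was 0.28 to 0.38 on the ash2-I1 arrays, 0.40 to 0.46 on the ash2-112411 arrays and 0.20 to 0.25 on the ash1-22 arrays. As deposited, dye-swapped arrays of an extraction correlated across spots at −0.371 to −0.775, and arrays of an allele with the same dye at 0.772 to 0.938. The 2 arrays of an extraction were averaged and the 6 extractions were fitted together with limma, each allele against 0, so n is 2 extractions and the alleles share the spread of a probe. Where 1 of the 2 arrays had no value for a spot, the other was used alone, and its dye bias was not cancelled. The reference pool was on every array, counts as 1 control sample and adds no spread to the errors given. A gene is said to have risen or fallen when a probe passed an adjusted p under 0.05 and 1.5-fold (a log2 ratio of 0.58), which are the paper's thresholds. The value given for a gene is that of its probe measured on the most arrays. Counts of genes in a list, a functional term or a disc part use that probe alone, unless every probe is said to be counted.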

The *ash2*^*I*1 ^allele is lethal in late larval or early pupal stages whereas *ash2*^112411 ^is a weaker allele that, although lethal at the pharate stage, presents a low percentage of adults [11,12]. The null *ash1*^22 ^allele is a late larval/early pupal lethal [34]. The wing disc phenotype associated with *ash2*^*I*1 ^discs involves abnormal shape and severe reduction in size, while *ash2*^112411 ^and *ash1*^22 ^discs are less affected (Figure 1a).

We performed a series of two-color microarray experiments with these alleles and obtained, for each of them, lists of genes showing greater than 1.5- or 2.0-fold changes in expression (Additional data files 2-4). 

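In ash2-I1 discs, *Tsf1*, which encodes an iron-binding transferrin, rose by a log2 ratio of 4.01 ± 0.15 (SE, n = 2 extractions), the aldehyde oxidase gene *AOX1* by 3.23 ± 0.21 and the glutathione S-transferase gene *GstE6* by 3.10 ± 0.12. *Tsf1* also rose in ash2-112411 (3.51 ± 0.15) and in ash1-22 (1.81 ± 0.15), and it is 1 of the fat body markers of the marker lists. The ribosomal protein gene *RpS5b* (3.51 ± 0.11) and the cuticle protein gene *Cpr30F* (3.11 ± 0.24) rose in ash2-112411. *CG32207* rose in ash1-22 by 3.42 ± 0.11, and the ribosomal protein gene *RpL27* fell there (−2.23 ± 0.08). Among the genes that fell furthest in ash2-I1 were the cuticle protein gene *Cpr65Ec* (−3.07 ± 0.12) and *CG9416* (−3.02 ± 0.14). *pst*, a gene of antiviral defence and memory, fell in ash2-112411 (−2.42 ± 0.07) and in ash1-22 (−2.28 ± 0.07). The adjusted p of these changes from limma lay between 1.6e-05 and 0.0015. In ash2-I1 *pst* fell as well, to a log2 ratio of −2.62, its largest fall in the 3 alleles. Past 2.0-fold, 151 genes rose and 146 fell in ash2-I1, 249 rose and 146 fell in ash2-112411, and 44 rose and 16 fell in ash1-22. In ash1-22, 18 genes were up over 2.0-fold without replicate 1.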

The number of genes that were misregulated in each experimental condition is summarized in Additional data file 1 and all data are deposited in the Gene Expression Omnibus (GEO) database [35,36] with accession number GSE4923. 

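The cell cycle list held 34 measured genes in ash2-I1 discs, of which 11 fell and none rose, among them the mitotic kinase gene *Mps1* (log2 ratio −0.77 ± 0.10, SE, n = 2 extractions) and the cyclin gene *CycB3* (−0.86 ± 0.09). In ash2-112411 13 of 34 fell and 1 rose, with the replicative helicase genes *Mcm5* (−1.14 ± 0.09) and *dpa* (−1.03 ± 0.10) among those that fell. None of 36 was called in ash1-22. At an adjusted p under 0.05 from limma, but below 1.5-fold, 4 were lower there and 0 higher. At an unadjusted p under 0.05, 13 were lower and 1 was higher. Of Polycomb and trithorax group genes, 4 of 22 fell in ash2-I1, with *Trl*, the GAGA factor gene, at −1.09 ± 0.08, and 10 of 23 in ash2-112411, with the Polycomb group gene *Scm* at −1.05 ± 0.12. None rose in either, and in ash1-22 none of 22 was called by the probe measured on the most arrays. For *kis* that probe was at −0.45 in ash1-22, and another probe on 2 arrays was at −1.05. In ash1-22 4 of the list were lower and 0 higher at an adjusted p under 0.05 but below 1.5-fold. At an unadjusted p under 0.05, 12 were lower and 1 was higher. The counts of both lists were unchanged when adjusted over the list alone. By the camera set test the adjusted p of the cell cycle list was 2.1e-04, 0.0063 and 0.0073 in ash2-I1, ash2-112411 and ash1-22. By the same test that of the Polycomb and trithorax list was 0.0043, 0.0049 and 0.0099. Each was 0.37 with an estimated correlation, a setting that also leaves camera few degrees of freedom and little power. Over all genes, 390 rose and 490 fell among 6913 tested in ash2-I1, 863 rose and 883 fell among 9759 in ash2-112411, and 154 rose and 105 fell among 8185 in ash1-22, with 4 genes of ash2-112411 whose probes were called both ways left out of both counts. On a common scale for all arrays, there were 308 genes up over 1.5-fold in ash1-22 and 316 genes down over 1.5-fold in ash1-22, against 485 genes up over 1.5-fold in ash2-112411 and 334 genes down over 1.5-fold in ash2-112411. That scale gives every array the same spread, so it enlarges the ratios of ash1-22 and shrinks those of ash2-112411. It also removes a real difference in size between alleles, so these counts cannot show which allele changed more genes. In ash1-22 the counts were 21 up and 20 down without replicate 1, and 88 up and 41 down without replicate 2. Without ash2-I1 replicate 1, 8 Polycomb and trithorax genes fell in ash2-I1, and without ash2-112411 replicate 2 no cell cycle gene rose in ash2-112411.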

In accordance with the phenotypes of these alleles, there were many less misregulated genes in *ash1 *than in *ash2 *mutants.

To estimate the reproducibility of the results across platforms, two Affymetrix GeneChips were hybridized in a different laboratory with independently extracted *ash2*^*I*1 ^RNA and reference RNA, respectively. We calculated Pearson's correlation coefficients for all the microarray results, including Affymetrix (Figure 1b). 

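*scyl*, an inhibitor of TOR signalling, fell in all 3 alleles, with log2 ratios of −0.83 ± 0.08 in ash2-I1, −0.85 ± 0.08 in ash2-112411 and −1.52 ± 0.08 in ash1-22 (SE, n = 2 extractions). The glutathione S-transferase gene *GstD9* rose in all 3, by 2.57 ± 0.12, 2.42 ± 0.12 and 1.56 ± 0.12. *InR*, the insulin receptor gene, fell in ash2-I1 (−0.97 ± 0.09) and rose in ash2-112411 (0.70 ± 0.09). Across genes, Pearson's r between the mean log2 ratios was 0.603 for the *ash2* alleles (Spearman's rho 0.570, 6350 genes), 0.408 for ash2-I1 and ash1-22 (rho 0.380, 5719 genes) and 0.607 for ash2-112411 and ash1-22 (rho 0.601, 7324 genes). Genes are not independent replicates, so no p is given. Of the genes called in both alleles of a pair, 439 changed the same way and 8 opposite ways in the *ash2* alleles, 90 and 10 in ash2-I1 and ash1-22, and 171 and 7 in ash2-112411 and ash1-22. The alleles share 1 reference pool. With no effect of any allele and a pool that varied as an extraction does, simulated r averaged 0.663, 0.667 and 0.663 for the 3 pairs, while the simulated covariance was 0.0180 to 0.0181 against measured covariances of 0.142, 0.0526 and 0.0821. The Affymetrix arrays were not analysed here.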

The highest similarity observed was between the two-color and the Affymetrix microarrays hybridized with *ash2*^*I*1 ^and reference RNA, highlighting the quality of the data obtained.

### Functional dissection of the *ash1 *and *ash2 *transcriptomes

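The small heat shock protein genes *Hsp26* and *Hsp27*, which encode chaperones, fell in ash2-I1 (log2 ratios −1.73 ± 0.13 and −2.50 ± 0.15, SE, n = 2 extractions), ash2-112411 (−1.01 ± 0.13 and −1.01 ± 0.15) and ash1-22 (−1.02 ± 0.13 and −0.85 ± 0.15). Of 7 measured chaperone genes, 3 fell in ash2-I1, 5 in ash2-112411 and 2 in ash1-22, and none rose, with the same counts adjusted over the list alone. For that list the adjusted p from camera was 0.063, 0.034 and 0.093, and in ash2-112411 0.37 with an estimated correlation and 0.053 without ash2-112411 replicate 2. The muscle gene *Mp20* rose by 2.04 ± 0.26 in ash2-I1, 0.97 ± 0.26 in ash2-112411 and 1.67 ± 0.26 in ash1-22. Of muscle markers 5 of 12 rose in ash2-I1, 4 of 18 in ash2-112411 and 4 of 17 in ash1-22, with 1, 1 and 0 lower (the same adjusted over the list alone). The muscle list did not pass camera in ash2-I1 (adjusted p = 0.39) or ash2-112411 (0.19). In ash1-22 it had an adjusted p of 0.042, 0.42 with an estimated correlation and 0.086 without ash1-22 replicate 1, and that of fat body markers (1 of 5 rose) was 0.033, 0.37 with an estimated correlation and 0.41 without ash1-22 replicate 1. Of 153 genes that rose in ash1-22 and were tested in an *ash2* allele, 116 (75.8%) rose in at least 1 *ash2* allele and 8 fell, against 19.0 expected by chance to rise (one-sided Fisher's exact test, p = 6.47e-75). Of 101 that fell in ash1-22, 71 (70.3%) fell in an *ash2* allele and 4 rose, against 13.4 expected (p = 3.89e-40, same exact test). The exact test takes genes as independent, which they are not, so these p do not carry the spread between extractions or of the pool. A pool that varied as an extraction does gave 7.46 and 6.74 shared genes in simulation, out of 16.3 and 15.5 genes that rose and fell in ash1-22. In all 3 alleles, 36 genes rose and 38 fell. No chaperone gene fell in ash1-22 without either replicate, and 0 and 1 muscle markers rose there without replicate 1 and replicate 2, as did 2 in ash2-112411 without ash2-112411 replicate 2. Shared with an *ash2* allele were 13 rising and 13 falling genes without ash1-22 replicate 1, and 57 and 28 without replicate 2. In ash1-22, the log2 ratios without replicate 1 and replicate 2 were −1.05 and −0.98 for *Hsp26* and −0.68 and −1.02 for *Hsp27*. For *Mp20* they were 1.52 and 1.81 there, and 0.67 in ash2-112411 without ash2-112411 replicate 2. All were past 1.5-fold but none was called. Leaving out a replicate leaves 1 extraction and a larger error, so a lost call need not mean that the replicates differ.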

Comparison of genes showing significant levels of misexpression between *ash2 *and *ash1 *alleles revealed an extremely high and significant overlap between genes regulated in the same direction (Figure 1c) and the correlation coefficients were consistent with the wing disc phenotypes and lethality phases observed for the different alleles. Since we also intended to assess the similarity between the three alleles in more general terms, automatic functional annotation of all results was performed based on GO (Additional data files 5-16 and 22 and 23). Although this type of annotation is very useful to obtain a description of the transcriptome, it can be misleading if the absolute number of genes that fall into each class is used as the only factor for selection of relevant classes. Consequently, we identified which GO terms were significantly over-represented in each mutant allele under study. If *ash2 *and *ash1 *did not have specific functions, we would expect misregulated genes to fall into various GO categories and that the proportion of the genes in each category would be the same as the proportion of all *Drosophila *genes found in that category. However, as shown in the examples of GO terms given to misregulated genes in Figure 2a, more genes than expected by chance were involved in certain processes or functions. The bars (grey for downregulated and black for upregulated genes) indicate whether there are more (positive values) or less (negative values) genes with a given GO term than expected with a random distribution. For instance, out of the 526 underexpressed genes identified in *ash2*^*I*1 ^mutants, 440 were annotated in the GO database. If these genes were randomly distributed, we would expect 6 of them to have the GO term 'wing disc development', since only 1.3% of all *Drosophila *genes with GO annotations have that term. However, 18 of the 440 genes held that descriptor (4.1%), representing a 3-fold enrichment in relation to the number expected by chance. This change corresponds to the size of the grey bar (downregulated genes) in the row 'wing disc development' for the *ash2*^*I*1 ^allele (see also Additional data file 5).

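Of the 18 genes the paper lists under this term as lower in ash2-I1, 15 were measured here and all 15 fell. They include *in* (log2 ratio −1.53 ± 0.07, SE, n = 2 extractions), which acts in planar polarity, the paired box gene *Poxn* (−1.31 ± 0.15) and *ara* (−0.71 ± 0.09), an Iroquois gene of vein and bristle patterning. In ash2-112411 all 19 genes of the term's list that were matched by name and measured fell (of 27 listed, 2 were not matched), among them the forkhead gene *jumu* (−0.97 ± 0.07), *Smox* (−0.76 ± 0.08), a Smad of activin signalling, and *brm* (−0.60 ± 0.09), the ATPase of a trithorax group remodelling complex. In the other direction the list for ash2-I1 has 3 genes, of which 2 were measured, *dlp* and the Iroquois gene *mirr*, and *mirr* rose (both rose without ash2-I1 replicate 2 and with the 4 arrays as replicates), and the list for ash2-112411 has 3, of which the 2 measured, *mirr* and *salm*, both rose. The 3 genes listed for ash1-22, *Dr*, *ap* and *kn*, fell, and none of the 3 was called without ash1-22 replicate 1 or without replicate 2. These lists were chosen by the study from these samples and are not independent evidence of direction. The enrichment over all annotated genes was not analysed here.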

While the two *ash2 *alleles affected the same processes almost identically, the *ash1 *mutant displayed some slight differences (Figure 2a,b). 

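Mitochondrial genes are among the groups that passed camera on the difference between alleles with a preset correlation. Of 87 comparisons of a list between a pair of alleles 18 passed an adjusted p under 0.05, and 0 did with an estimated correlation (lowest adjusted p = 0.40). The log2 ratio of each gene in 1 allele was subtracted from that in the other, and the value given is the median of these differences over the list minus that over all genes in the test, which is not the difference of the 2 medians. For mitochondrial ribosomal protein genes it was 0.26 for ash2-I1 minus ash1-22 and 0.36 for ash2-112411 minus ash1-22. For genes of oxidative phosphorylation these values were 0.30 and 0.43. For ash2-I1 minus ash1-22 it was −0.58 for glycolysis genes, −0.20 for cell cycle genes and −0.25 for wing disc patterning genes. Between the *ash2* alleles, for ash2-I1 minus ash2-112411, it was −0.35 for the wing disc genes of Klebes *et al*. and −0.17 for cuticle protein genes. Of single genes, 2058 of 6360 differed between the *ash2* alleles at an adjusted p under 0.05 from limma, 1332 of 5728 between ash2-I1 and ash1-22, and 2029 of 7347 between ash2-112411 and ash1-22. For 2 of the 3 pairs these counts depend on the scale of each set of arrays. The common scale gives every array the same spread, which also removes a real difference in size between alleles. They also change when an extraction is left out. That leaves 1 extraction in its allele and a larger error, so a fall need not mean that 1 extraction carries the differences. For genes that differ between ash2-I1 and ash2-112411 the count was 1058 on a common scale, 790 without ash2-112411 replicate 2 and 1194 without ash2-I1 replicate 1. For genes that differ between ash2-I1 and ash1-22 it was 1539 on a common scale, 831 without ash2-I1 replicate 1, 529 without ash1-22 replicate 1 and 487 without ash1-22 replicate 2. For genes that differ between ash2-112411 and ash1-22 it was 679 on a common scale, 739 without ash2-112411 replicate 2, 659 without ash1-22 replicate 1 and 312 without ash1-22 replicate 2.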

Even though the significantly misexpressed genes were not identical between the three alleles, the expression of most genes tended to change in the same direction. 

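A simulation had no effect of any allele and a pool that varied as an extraction does. Its called genes had the same sign in another allele in 94.4% to 95.7% of cases on average. It called 26.3, 39.6 and 31.8 genes on average in ash2-I1, ash2-112411 and ash1-22, against 880, 1746 and 259 in the data. Its covariance was 0.0180 to 0.0181, against 0.142, 0.0526 and 0.0821 in the data. Its shares are thus no baseline for the data, and the shares that follow do not decide on a common effect. Of the genes that rose in ash2-I1, 81.4% had a log2 ratio above 0 in ash2-112411 and 68.9% in ash1-22, and of those that fell in ash2-I1, 90.9% and 80.3% were below 0. Of the genes that rose in ash2-112411, 86.2% were above 0 in ash2-I1 and 88.3% in ash1-22, and of those that fell, 91.9% and 88.9% were below 0. Genes that rose in ash1-22 were above 0 in ash2-I1 in 82.5% of cases and in ash2-112411 in 89.5%, and genes that fell were below 0 in 75.0% and 88.1%. *Ets21C*, a transcription factor gene of stress signalling, rose in ash2-I1 by 1.56 ± 0.08 (SE, n = 2 extractions) and was at 0.42 ± 0.08 in ash2-112411 and 0.34 ± 0.08 in ash1-22, both below 1.5-fold. *Gnpnat*, an acetyltransferase gene of chitin precursor synthesis, went the other way, falling in ash2-I1 (−0.83 ± 0.09) and rising in ash1-22 (1.01 ± 0.09), where its adjusted p was 0.052 without ash1-22 replicate 1. Over all genes measured in a pair, the sign was the same for 68.1% in the *ash2* alleles, 64.8% in ash2-I1 and ash1-22 and 71.7% in ash2-112411 and ash1-22. In the simulation with no effect these shares were 73.2%, 73.3% and 73.2%. For the same reason they do not decide on a common effect either.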

The great similarity observed between the transcriptomes correlates with the similarities between the mutant phenotypes, indicating that the data obtained is reliable and that the functional relationship between *ash2 *and *ash1 *found by genetic interactions [13] is maintained at the transcriptional level.

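Under 'development' the paper lists *br*, a transcription factor gene of the ecdysone response, which fell in ash2-I1 (log2 ratio −1.44 ± 0.09, SE, n = 2 extractions) and ash2-112411 (−0.82 ± 0.09). The Pax gene *eyg*, which patterns the notum, fell in ash1-22 (−0.86 ± 0.08), and *robl*, which encodes a dynein light chain, rose in ash2-112411 (2.54 ± 0.17) and ash1-22 (1.11 ± 0.17). Of 107 genes listed as lower in ash2-I1 that were matched by name and measured, 104 fell, and of 32 listed as higher, 30 rose. In ash2-112411 165 of 170 fell, and of 57 listed as higher 48 rose and 1 fell. In ash1-22 24 of 27 fell and 14 of 18 rose. Under 'organ development' 56 of 56 fell and 12 of 13 rose in ash2-I1, 80 of 81 fell and 22 of 26 rose in ash2-112411, and 11 of 13 fell and 5 of 7 rose in ash1-22. The study chose these genes from these samples, so the counts are not independent evidence of direction, and enrichment over all annotated genes was not analysed here. For *robl* in ash1-22 the adjusted p was 0.14 without replicate 1 and 0.069 without replicate 2, and for *eyg* 0.073 without replicate 1. In ash1-22, 3 'development' genes fell and 1 rose without replicate 1, and 6 and 8 without replicate 2, while for 'organ development' the counts were 0 and 0, and 1 and 2.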

We found more underexpressed and fewer overexpressed genes with the terms 'development' and/or 'organ development' than expected by chance, supporting the view that trxG proteins are usually involved in maintaining the activated state of genes involved in such processes. For some of those genes (*ash2*, *rpr*, *Act57B*, *wbl *and *ImpE2*) we confirmed their change of expression by performing semi-quantitative RT-PCR (Figure 2c). 

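The *ash2* transcript itself fell in ash2-I1 (log2 ratio −1.75 ± 0.16, SE, n = 2 extractions, adjusted p = 2.1e-04) and in ash2-112411 (−1.62 ± 0.16, adjusted p = 2.8e-04), and was 0.26 ± 0.16 in ash1-22 (adjusted p = 0.30). The difference between ash2-I1 and ash2-112411 was −0.13 ± 0.22 (adjusted p = 0.68), and that between ash2-I1 and ash1-22 was −2.01 ± 0.22 (adjusted p = 0.0016). *ash2* lies on chromosome arm 3R. *ImpE2*, an ecdysone-inducible gene on arm 3L, fell in all 3 alleles, by −4.10 ± 0.50, −3.05 ± 0.50 and −2.13 ± 0.50. *wbl*, which acts in dorsoventral patterning of the embryo and lies on arm 2R, fell in ash2-I1 (−2.56 ± 0.21) and ash2-112411 (−1.04 ± 0.21), and in ash1-22 was at −0.60 ± 0.21 (adjusted p = 0.11, and 0.0043 with the 4 arrays as replicates). For *ImpE2* in ash1-22 the adjusted p was 0.27 without replicate 1 and 0.21 without replicate 2. No probe is named *rpr* or *Act57B* in the annotation used here. The RT-PCR was not analysed here.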

For others, like *en *or *vg*, we went one step further and analyzed their protein levels by immunohistochemistry and clonal analysis. In those genes, a correlation was observed between RNA expression and protein levels (Figure 3a,b). 

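On the arrays the transcript of the homeobox gene *en*, on chromosome arm 2R, fell in ash2-I1 by a log2 ratio of −1.13 ± 0.09 (SE, n = 2 extractions, adjusted p = 1.5e-04 from limma), which is larger than the spread between the extractions. *vg*, a selector gene of wing identity on the same arm, fell in ash2-I1 as well (adjusted p = 6.5e-05). All 4 arrays of ash2-I1 gave a ratio below 0 for each of these genes. Protein levels were not analysed here.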

Some of the genes identified in this analysis may help to understand the mutant phenotypes observed, thereby establishing a link between the transcriptome and the phenotype.

#### Wing development

As expected based on the function of trxG genes, we found more downregulated genes belonging to the GO class 'wing disc development' than predicted by chance (Figure 2a,b). 

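Of 41 measured genes of wing disc patterning, a list fixed before the data were examined, 17 fell and 1 rose in ash2-I1, with *sc*, a proneural gene, at a log2 ratio of −1.50 ± 0.17 (SE, n = 2 extractions) and the homeobox gene *Optix* at −1.31 ± 0.14 among those that fell. In ash2-112411 14 of 45 fell and 2 rose, and in ash1-22 6 of 44 fell and none rose (the same counts adjusted over the list alone). *Optix* (−0.84 ± 0.14) and *sc* (−0.92 ± 0.17) also fell in ash2-112411, while in ash1-22 they were at −0.10 ± 0.14 and −0.46 ± 0.17. The median of the list minus that of all genes was −0.49, −0.22 and −0.18 in ash2-I1, ash2-112411 and ash1-22, with adjusted p of 4.3e-05, 0.012 and 0.0023 from camera, and adjusted p = 0.37 with an estimated correlation in each. With the extraction as a random block over 12 arrays the adjusted p in ash2-112411 was 0.16. No gene of the list fell in ash1-22 without replicate 1 and 2 did without replicate 2, and without ash2-I1 replicate 2, 2 genes rose in ash2-I1. At an unadjusted p under 0.05, 0 were higher and 21 lower in ash1-22. The paper reports lower wing disc genes from these same arrays, so the test of the list is not independent of that result.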

To identify other misregulated genes that might be involved in wing disc development despite not being annotated as such by GO, we compared our results with available microarray data listing genes predominantly expressed in the whole wing disc in comparison to leg disc [37] and in different parts (wing hinge or body wall) of the wing disc [38].

According to the functional GO annotation of the 67 wing disc-specific genes [37], the terms 'development', 'wing disc development' and 'transcription factor activity' rank amongst the top 10 statistically significant categories (Additional data file 17). 

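Of the genes that Klebes *et al*. found higher in wing than in leg discs, the T-box gene *Doc2* fell in ash2-I1 (log2 ratio −1.72 ± 0.17, SE, n = 2 extractions) and *CG4382* fell there by −2.82 ± 0.23. *CG17032* fell in both ash2-I1 (−1.71 ± 0.19) and ash2-112411 (−1.44 ± 0.19). *CG4766* fell in ash2-I1 (−1.32 ± 0.09) and in ash1-22 (−0.94 ± 0.09), while *CG5397* rose in ash2-I1 (1.47 ± 0.12), ash2-112411 (1.66 ± 0.12) and ash1-22 (1.07 ± 0.12). In ash2-I1 19 of 47 measured genes of the list fell and 5 rose, in ash2-112411 11 of 58 fell and 3 rose, and in ash1-22 7 of 54 fell and 1 rose (2 rose adjusted over the list alone in ash1-22, and the other counts were the same). Over both *ash2* alleles, 22 of 58 fell and 6 rose in at least 1 of them. The median of the list minus that of all genes was −0.43, −0.12 and −0.04, with adjusted p of 5e-04, 0.23 and 0.26 from camera, the first 0.37 with an estimated correlation. When replicate 1 of ash1-22 was left out none of the list fell or rose there (adjusted p 0.070 for both *CG4766* and *CG5397*), and without replicate 2, 2 fell and 2 rose.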

Amongst these 67 genes, more were downregulated than upregulated in *ash2 *and *ash1 *mutants (Figure 2d; Additional data file 18). These results support the GO classification of *ash2 *and *ash1 *transcriptomes and shows that the partial picture it provides is sufficient to classify results in a manner that enables successful comparison of transcriptomes beyond the gene to gene level. Regarding wing disc parts [38], there were more upregulated than downregulated genes that were related to the body wall in both *ash2 *and *ash1 *mutants. In contrast, the number of downregulated wing-hinge genes was much greater than the number of upregulated genes (Figure 2d; Additional data file 18). These results suggest that ASH2 and ASH1 may play a more essential role in the wing hinge than in the body wall; this possibility is supported by the wing phenotypes (Figure 3c) [11,12] and the finding that more cell death is detected in the wing pouch in *ash2*^*I*1 ^(Figure 3e).

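Among genes of the prospective body wall, *CG10126* rose in ash2-I1 (log2 ratio 2.96 ± 0.08, SE, n = 2 extractions) and ash2-112411 (1.89 ± 0.08), and *apt*, a transcription factor gene, in ash2-I1 (1.33 ± 0.14) and ash2-112411 (0.61 ± 0.14). *CG9338* rose in ash2-I1 (1.21 ± 0.09), ash2-112411 (0.85 ± 0.09) and ash1-22 (0.85 ± 0.09), as did the glutamine synthetase gene *Gs2* (0.69 ± 0.12, 1.46 ± 0.12 and 1.20 ± 0.12). In the other direction the odorant-binding protein gene *Obp99a* fell in ash2-I1 (−2.79 ± 0.23). Of the body wall genes the paper lists for *ash2*, 11 of 26 matched by name and measured rose and 4 fell in ash2-I1, and 16 of 35 rose and 6 fell in ash2-112411. Not in these counts is the listed *eiger* (*egr*), whose older name was not matched: it rose in ash2-I1 (0.79 ± 0.14, but 0.46, below 1.5-fold, without ash2-I1 replicate 1) and was at −0.09 ± 0.14 in ash2-112411. Of those it lists for *ash1*, 8 of 14 rose and 4 fell in ash1-22. The study picked these genes because they changed in these samples, so the counts are not independent evidence of direction. In ash1-22, 2 rose and 0 fell without replicate 1, and 5 rose and 1 fell without replicate 2.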

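The wing-hinge gene *Dtg*, a target of Dpp signalling, fell in ash2-I1 (log2 ratio −1.78 ± 0.12, SE, n = 2 extractions), ash2-112411 (−1.37 ± 0.12) and ash1-22 (−0.85 ± 0.12), and the lipid droplet gene *Lsd-2* fell by −1.47 ± 0.10, −1.10 ± 0.10 and −0.60 ± 0.10. *Gasp*, a chitin-binding protein gene that is also 1 of the tracheal markers, rose in the same discs (1.04 ± 0.07, 0.94 ± 0.07 and 0.75 ± 0.07). Of the hinge genes the paper lists for *ash2*, 16 of 22 measured fell and 2 rose in ash2-I1, and 15 of 27 fell and 3 rose in ash2-112411. Of 8 listed for *ash1*, 7 fell and 1 rose in ash1-22. As with the body wall, the study picked the genes from these samples, so this is not independent evidence of direction. None of the 8 fell or rose without ash1-22 replicate 1 (the adjusted p of *Gasp* was 0.067), and 1 fell and 1 rose without replicate 2.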

#### Pattern formation

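On the dorsal/ventral axis, *trn*, which encodes a leucine-rich repeat protein of cell affinity, fell in ash2-I1 (log2 ratio −1.37 ± 0.07, SE, n = 2 extractions) and ash2-112411 (−0.78 ± 0.07). The Notch ligand gene *Delta* fell in ash2-I1 (−0.81 ± 0.07) and was at −0.49 ± 0.07 in ash2-112411 and −0.34 ± 0.07 in ash1-22. Of the list of dorsal/ventral axis genes fixed before the data were examined, 5 of 8 measured fell in ash2-I1, 4 of 9 in ash2-112411 and 2 of 7 in ash1-22, and none rose. Of the anterior/posterior axis genes, 4 of 12 fell in ash2-I1, 5 of 14 in ash2-112411 with 1 rising, and 1 of 14 in ash1-22. Counts adjusted over the list alone were the same for both lists. Against all genes the median was −0.87, −0.67 and −0.35 for the dorsal/ventral list (adjusted p = 6e-04, 0.0073 and 5.5e-04 from camera, 0.37, 0.41 and 0.37 with an estimated correlation). For the anterior/posterior list it was −0.48, −0.41 and −0.21 (adjusted p = 0.0077, 0.11 and 0.011, 0.37 with an estimated correlation in each). With the extraction as a random block, the adjusted p of the anterior/posterior list was 0.16 in ash2-I1 and 0.26 in ash1-22, and without ash1-22 replicate 1 or replicate 2 no gene of either list fell in ash1-22. At an unadjusted p under 0.05, 6 dorsal/ventral and 8 anterior/posterior genes were lower in ash1-22 and 0 were higher.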

Going downwards in the hierarchy of GO classification (Figure 2a), it is striking to find that genes that are downregulated in *ash2 *and/or *ash1 *mutants are enriched with 'dorsal/ventral pattern formation, imaginal disc' or 'anterior/posterior pattern formation, imaginal disc' annotations. 

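*ap*, the LIM-homeobox selector gene of the dorsal compartment, fell in ash2-I1 (log2 ratio −0.90 ± 0.10, SE, n = 2 extractions), ash2-112411 (−1.21 ± 0.10) and ash1-22 (−0.67 ± 0.10). *ci*, the transcription factor gene of Hedgehog signalling, fell in ash2-I1 (−0.77 ± 0.09) and ash2-112411 (−0.69 ± 0.09), and *hh*, which encodes the ligand, fell in ash2-112411 (−0.60 ± 0.08). The genes the paper lists under the dorsal/ventral term as lower (3 measured in ash2-I1, 2 in ash2-112411 and 2 in ash1-22) fell, as did the 4 anterior/posterior genes listed for ash2-I1 and the 4 for ash2-112411. *dlp*, a glypican gene listed under the dorsal/ventral term for ash2-I1, was at 0.56 ± 0.10 in ash2-I1 (adjusted p = 0.0047, below 1.5-fold), and it rose in the fit without ash2-I1 replicate 2 and in that with the 4 arrays as replicates. These lists were chosen by the study from these samples and are not independent evidence of direction. For *ap* in ash1-22 the adjusted p was 0.16 without replicate 1 and 0.076 without replicate 2, and neither dorsal/ventral gene listed for ash1-22 fell there without either replicate.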

With these annotations the differences are obvious and radical: no genes holding these descriptors are overexpressed in either *ash2 *or *ash1 *alleles. Again, all three alleles displayed similar patterns of misregulated genes (Figure 2b).

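The proximal-distal gene *dve* fell in ash2-I1 (log2 ratio −1.18 ± 0.09, SE, n = 2 extractions) and ash2-112411 (−1.27 ± 0.09), and in ash1-22 was at −0.40 ± 0.09, below 1.5-fold. *tkv*, the receptor gene of Dpp signalling, fell in ash2-I1 (−0.75 ± 0.13) and ash2-112411 (−1.16 ± 0.13), with −0.37 ± 0.13 in ash1-22 (adjusted p = 0.11). *Dll*, a homeobox gene of the wing margin and appendages, fell in ash2-112411 (−1.44 ± 0.08) and ash1-22 (−0.67 ± 0.08), as did *kn*, which patterns the central wing (−0.75 ± 0.07 and −0.68 ± 0.07). Neither *Dll* nor *kn* has a tested value in ash2-I1. *mirr* rose in ash2-I1 (0.99 ± 0.14) and ash2-112411 (1.04 ± 0.14) and was at −0.19 ± 0.14 in ash1-22, and *salm*, a target of Dpp signalling, rose in ash2-112411 (0.69 ± 0.08) and was at 0.16 ± 0.08 in ash1-22. In ash1-22 the adjusted p without replicate 1 and without replicate 2 was 0.12 and 0.069 for *Dll*, and 0.079 and 0.080 for *kn*. Without ash2-I1 replicate 2 the log2 ratio of *tkv* in ash2-I1 was −0.52, below 1.5-fold.

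**Figure D1:**
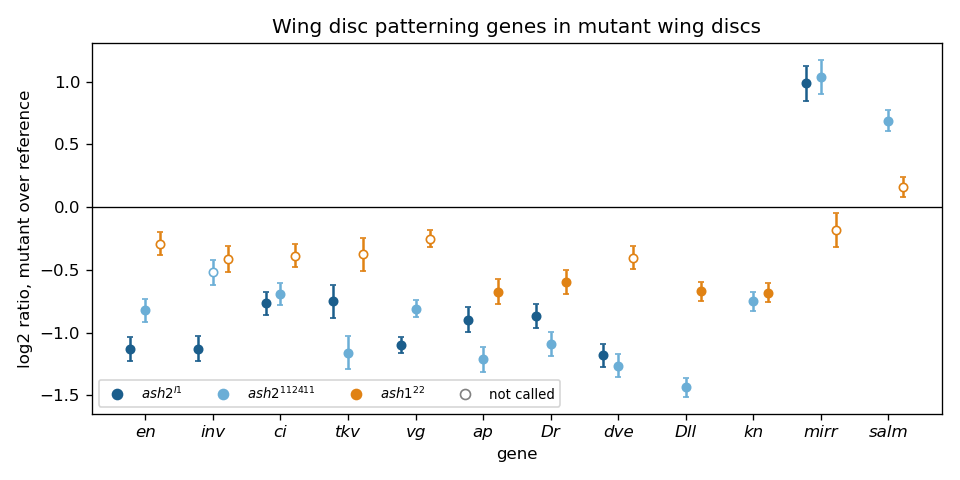
Log2 ratios, mutant over reference, of patterning genes in the 3 alleles, with SE (n = 2 extractions per allele); filled points passed an adjusted p under 0.05 and 1.5-fold and open points did not. Ratios run from −1.44 for *Dll* in ash2-112411 to 1.04 for *mirr* in ash2-112411. *Dll* and *kn* have no point in ash2-I1, where they were not tested.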

In the case of 'anterior/posterior pattern formation, imaginal disc', it is worth mentioning *engrailed *(*en*) and *invected *(*inv*), which are expressed in the posterior compartment of wing imaginal discs and are required to maintain its identity [39]. 

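In ash2-112411 discs *en* fell as well, with a log2 ratio of −0.82 ± 0.09 (SE, n = 2 extractions, adjusted p = 5e-04 from limma), and in ash1-22 it was at −0.29 ± 0.09 (adjusted p = 0.089). Its paralog *inv*, which lies beside it on chromosome arm 2R, fell in ash2-I1 (−1.13 ± 0.10). In ash2-112411 *inv* was at −0.52 ± 0.10 (adjusted p = 0.0043) and in ash1-22 at −0.41 ± 0.10 (adjusted p = 0.043), both below 1.5-fold. Without ash2-112411 replicate 2 the ratio of *inv* in ash2-112411 was −0.58 and passed (adjusted p = 0.027).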

Although it was reported that En levels did not seem to be reduced in whole discs from other *ash2 *alleles [6], we show here that En/Inv levels are reduced in *ash2*^*I*1 ^clones and that their pattern of expression is severely altered in whole *ash2*^*I*1 ^discs (Figure 3a). An example of a downregulated gene in *ash2 *from the 'dorsal/ventral pattern formation, imaginal disc' class is *Drop *(*Dr*; Figure 2b). 

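*Dr*, a homeobox gene on chromosome arm 3R, fell in ash2-I1 by a log2 ratio of −0.87 ± 0.10 (SE, n = 2 extractions, adjusted p = 5.6e-04) and in ash2-112411 by −1.09 ± 0.10 (adjusted p = 2.2e-04). In ash1-22 it fell by −0.60 ± 0.10 (adjusted p = 0.012), which without ash1-22 replicate 1 was −0.47 (adjusted p = 0.20) and without replicate 2 was −0.72 (adjusted p = 0.066). The difference between ash2-I1 and ash2-112411 was 0.22 ± 0.14 (adjusted p = 0.24) and that between ash2-I1 and ash1-22 −0.27 ± 0.14 (adjusted p = 0.20). The difference between ash2-112411 and ash1-22 had an adjusted p of 0.036, which was 0.052 to 0.21 without any 1 of the 4 extractions and 0.85 on a common scale, where the sign was reversed.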

Absence of this gene leads, among other consequences, to a phenotype in which the dorsal wing margin bristles resemble the ventral ones [40]. A similar phenotype is observed in *ash2*^112411 ^adult wings (Figure 3d). The fact that *en *and *Dr *have putative PREs nearby [41] turns them into good candidates to be primary targets of PcG and trxG proteins. Furthermore, the rescue of wing pattern in general and the ventral wing margin bristles in particular upon overexpression of *ash2 *in an *ash2*^112411 ^mutant background (Figures 3c,d) highlights the importance of *ash2 *in the positive regulation of genes involved in wing morphogenesis.

#### Proliferation and apoptosis

In a previous report, we showed that the expression level of genes involved in cell growth was altered in *ash2*^*I*1 ^mutants [7]. We show here that this also holds true for *ash1 *mutants, since there are more downregulated and less upregulated genes annotated as 'regulation of growth' than expected by chance (Figure 2a). One of these downregulated genes in *ash2 *mutants is *vestigial *(*vg*); vg is essential for wing development and no wings are formed in mutant flies due to extensive cell death [42,43]. 

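*Pdk1*, a kinase gene of insulin signalling, is listed under this term as lower in ash1-22, and it fell there by a log2 ratio of −0.63 ± 0.07 (SE, n = 2 extractions, adjusted p = 0.0039). Of the 4 genes listed, 2 were not matched by name, among them *scylla* (*scyl*), which fell in the 3 alleles and is in none of the counts of this term. In ash2-I1 all 6 genes of the term's list that were matched and measured fell, among them the translation initiation factor gene *eIF4E1* (−0.64 ± 0.10), the amino acid transporter gene *path* (−0.85 ± 0.15) and *btsz* (−0.71 ± 0.11). In ash2-112411 8 of 9 fell, with the growth-restricting kinase gene *hpo* at −0.77 ± 0.08, and the 1 gene listed as higher, *InR*, rose. Listed genes were chosen by the study from these samples and are not independent evidence of direction. In the list of insulin and TOR growth control fixed before the data were examined, 3 of 10 measured genes fell in ash2-I1, 2 of 10 fell and 1 rose in ash2-112411, and 2 of 8 fell in ash1-22 (the same adjusted over the list alone). The adjusted p of that list was 0.32, 0.95 and 0.096 from camera. With ash1-22 replicate 1 left out, the adjusted p of *Pdk1* there was 0.096 and 1 gene of the insulin and TOR list fell. Without ash2-I1 replicate 2 the ratio of *eIF4E1* in ash2-I1 was −0.52, below 1.5-fold, and 1 gene of the insulin and TOR list rose.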

The reduced Vg levels in cells lacking *ash2 *(Figure 3b) could explain the smaller size of *ash2 *mutant wings since Vg has been linked to cell survival and cell proliferation [44]. 

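*vg* had a log2 ratio of −1.10 ± 0.07 in ash2-I1, −0.81 ± 0.07 in ash2-112411 and −0.25 ± 0.07 in ash1-22 (SE, n = 2 extractions each, adjusted p = 6.5e-05, 1.7e-04 and 0.052 from limma). The difference between ash2-I1 and ash2-112411 was −0.29 ± 0.09 (adjusted p = 0.049), that between ash2-I1 and ash1-22 −0.85 ± 0.09 (adjusted p = 0.0015), and that between ash2-112411 and ash1-22 −0.56 ± 0.09 (adjusted p = 0.0082). The first difference was no longer past the threshold without any single extraction of the *ash2* alleles (adjusted p 0.088 to 0.13) or with a replicate block (0.077). The third had an adjusted p of 0.24 on a common scale, and 0.051 and 0.066 without ash1-22 replicate 1 and replicate 2.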

The gradient of downregulation observed for the *vg *transcript in *ash2*^*I*1^, *ash2*^112411^, and *ash1*^22 ^mutants (Figure 2b) matches well with the size differences observed in their mutant wing imaginal discs (Figure 1a). Ectopic expression of ASH2 in *ash2*^*I*1 ^and *ash2*^112411 ^mutants increases the size of wing imaginal discs (data not shown) and wings (Figure 3c), demonstrating that the reduction in size is due to the absence of ASH2 or reduced levels of the protein. Although the detection of a PRE sequence near *vg *supports ASH2 acting directly upon this gene, it cannot be ruled out that the combined weak downregulation observed in some of its regulatory proteins may also play a role. Other genes from the same class affected in *ash2 *mutants include Cyclin A (CycA), which has reduced protein levels in homozygous *ash2*^*I*1 ^cells [7], and the growth promoter Cdk4 [45], a Cyclin D-interacting protein that displays the greatest reduction in expression amongst the 'regulation of growth' genes in *ash2*^*I*1 ^wing discs.

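*Cdk4*, on chromosome arm 2R, fell in ash2-I1 by a log2 ratio of −1.23 ± 0.12 (SE, n = 2 extractions, adjusted p = 3.2e-04), the lowest ratio of the 6 genes matched and measured under this term in ash2-I1. In ash2-112411 it was at −1.80 ± 0.12 (adjusted p = 1.2e-04) by the probe measured on the most arrays, but its probes differ in direction there. In ash1-22 the ratio was −0.40 ± 0.12 (adjusted p = 0.079). No probe is named *CycA* in the annotation used here.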

The smaller size of wing discs and adult wings can be explained by a lack of growth and/or an enhancement of cell death. The levels of the pro-apoptotic gene *reaper *(*rpr*) were increased in *ash2 *and *ash1 *mutants (Figure 2c), suggesting that cell death plays a role in the reduction of wing disc size. TUNEL assays on third instar larvae wing imaginal discs of *ash2*^*I*1 ^and *ash2*^112411 ^showed a striking pattern in the former, where although dying cells could be found scattered around the whole disc, there was a high concentration of them in the prospective intervein regions of the wing pouch (Figure 3e). This resembles the pattern observed upon DNA damage-induced cell death through irradiation [46] and suggests that genes involved in wing patterning might somehow influence the onset of cell death. Moreover, cleaved Caspase 3 was predominantly found in the wing pouch of *ash2*^*I*1 ^wing imaginal discs (data not shown) and was highly restricted to *ash2*^*I*1 ^homozygous cells, as revealed by clonal analysis (Figure 3f). Taken together, these results indicate that ASH2 is essential for cell survival and to avoid apoptosis in some specific areas of the wing disc. In normal conditions, ASH2 may maintain activated states of transcription of specific intervein region genes that could themselves be anti-apoptotic or activators of other factors with this propriety.

In conclusion, the remarkable similarities between the transcriptomes of *ash2 *and *ash1 *seen by gene to gene comparisons, GO annotations and comparisons with other genome-wide data strongly suggest that these two genes are closely related. However, differences between them are also observed. For example, the fact that they cannot substitute each other and that they do not display exactly the same phenotypes indicates that they may play singular and independent roles.

### *ash2 *mutants are enriched in mitochondrial and/or ribosomal genes similarly to Sin3A-deficient cells

To gain insight into the specific functions of *ash2 *and *ash1*, we compared their expression profiles with those of other proteins that also act at the chromatin level. In a recent study, Affymetrix GeneChips were used to establish a relationship between *dmyc *and *Polycomb *(*Pc*) in *Drosophila *embryos [47]. Although PcG and trxG genes act upon some identical target genes in an antagonistic manner, we did not detect a significant overlap between the *ash2 *or *ash1 *and *Pc *sets of misregulated genes. We also compared our results with those obtained in larval null mutants of the *Nurf301 *subunit of the nucleosome remodeling factor complex NURF [48], and cells with reduced levels of Sin3A, a component of a multimeric histone deacetylase complex that includes Rpd3 [49]. While comparison of *ash2 *and *ash1 *transcriptomes with those from *Nurf301 *mutants did not reveal any significant overlap, intriguing coincidences were found when comparing *ash2*- and *Sin3A*-regulated genes.

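Mitochondrial ribosomal protein genes rose in ash2-I1 (6 of 64 measured) and in ash2-112411 (16 of 67), with none falling in either. *mRpS21* rose by a log2 ratio of 0.87 ± 0.13 in ash2-I1, 2.44 ± 0.13 in ash2-112411 and 1.05 ± 0.13 in ash1-22 (SE, n = 2 extractions), and *mRpL40* by 0.80 ± 0.08 in ash2-I1 and 0.84 ± 0.08 in ash2-112411. Of oxidative phosphorylation genes 4 of 33 rose in ash2-I1, and 11 of 33 rose and 2 fell in ash2-112411, where the complex I genes *ND-B14.5B* (1.77 ± 0.11) and *ND-PDSW* (1.24 ± 0.08) were among those that rose. *Cyt-c1*, of complex III, rose in ash2-I1 (0.67 ± 0.08) and ash2-112411 (0.90 ± 0.08). In ash1-22 3 of 67 mitochondrial ribosomal and 2 of 32 oxidative phosphorylation genes rose and none fell. Cytosolic ribosomal protein genes also rose: 6 of 35 in ash2-I1, 10 of 35 in ash2-112411 and 5 of 35 in ash1-22, with 1, 2 and 1 falling. For these 3 lists the counts adjusted over the list alone were the same. The mitochondrial ribosomal list had a median above that of all genes by 0.31, 0.36 and 0.02 in ash2-I1, ash2-112411 and ash1-22 (adjusted p = 5.8e-08, 1.1e-06 and 0.18 from camera, the first pair each 0.26 with an estimated correlation). For oxidative phosphorylation the adjusted p was 7.1e-05, 5e-04 and 0.86, and for cytosolic ribosomal genes 2.3e-04, 0.096 and 0.0022, with 0.37 with an estimated correlation for each that passed. Of the genes the paper lists under 'mitochondrion' as higher, 30 of 31 rose in ash2-I1, 46 of 47 in ash2-112411 and 11 of 11 in ash1-22, and of those listed as lower, 5 of 5 fell in ash2-I1 (3 without ash2-I1 replicate 1) and 3 of 3 in ash1-22 (1 without ash1-22 replicate 1), which is not independent evidence since the study chose them from these samples. The counts that rose in ash1-22 without replicate 1 were 0 in the mitochondrial ribosomal, oxidative phosphorylation and cytosolic ribosomal lists and 1 of the paper's list of higher genes, and without replicate 2 they were 1, 1, 3 and 4. Without ash2-112411 replicate 2, 1 mitochondrial ribosomal, 1 oxidative phosphorylation and 1 cytosolic ribosomal gene fell in ash2-112411, while *mRpS21* had an adjusted p of 0.096 in ash1-22 without replicate 1.

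**Figure D2:**
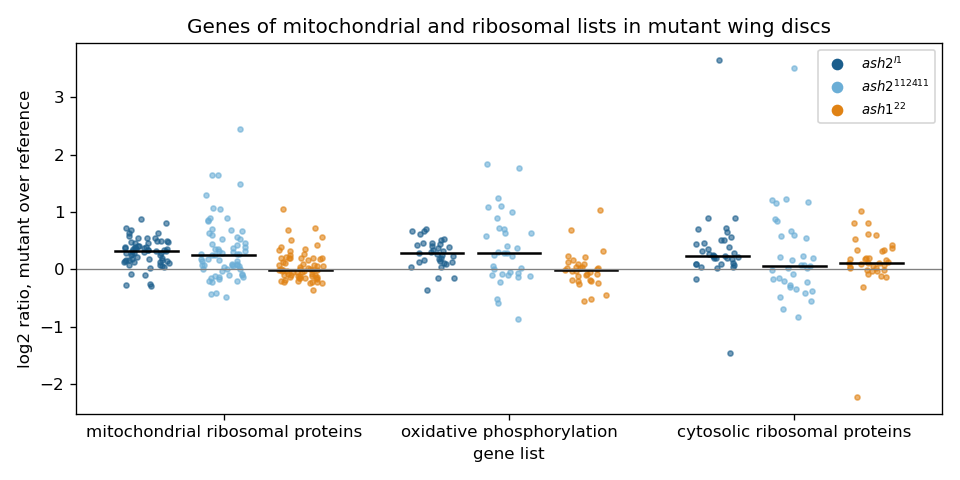
Log2 ratios, mutant over reference, of the measured members of the mitochondrial ribosomal, oxidative phosphorylation and cytosolic ribosomal lists in each allele; each point is 1 gene and the bar is the median. The highest mitochondrial ribosomal point is *mRpS21* at 2.44 in ash2-112411.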

The genes upregulated in S2 and Kc *Drosophila *cell lines with a Sin3A deficiency generated by RNA interference are enriched with GO annotations related to the mitochondrion [49] (Additional data file 19), a trend also observed in genes upregulated in *ash2 *mutants (Figure 2a; Additional data files 6 and 10). The upregulation of genes related to mitochondria and/or ribosomes is not a general effect, since this is not observed in either the Pc and Nurf301 sets of misregulated genes [47,48] or in other mutants analyzed with our microarrays (data not shown). In addition, a gene to gene comparison between the misregulated genes for *Sin3A *and those for *ash2 *indicated that many of them tend to change in the same direction (Figure 4a; Additional data file 20). 

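Counting every probe of a gene, of 313 genes that Pile *et al*. found higher in Sin3A-deficient cells and that were tested here, 91 rose in at least 1 *ash2* allele, against 33.4 expected by chance among 10303 genes (odds ratio 3.64, two-sided Fisher's exact test, p = 5.6e-20). Another 21 fell, against 33.0 expected (odds ratio 0.603, p = 0.024, same exact test). Genes are not independent, as the exact test assumes, so the p of both are likely too small. Of these Sin3A genes, the glutathione S-transferase gene *GstE1* rose in ash2-I1 (log2 ratio 1.56 ± 0.23, SE, n = 2 extractions) and ash2-112411 (0.98 ± 0.23). The mitochondrial ribosomal gene *mRpL27*, which is not one of them, rose by 0.72 ± 0.15 in ash2-I1 and 1.64 ± 0.15 in ash2-112411. By allele, 65 of 285 measured rose and 8 fell in ash2-I1, 50 of 308 rose and 16 fell in ash2-112411, and 8 of 291 rose and 1 fell in ash1-22 (the same adjusted over the list alone). The median of the list minus that of all genes was 0.29, 0.22 and 0.05, with adjusted p of 2.3e-09, 2.4e-04 and 0.055 from camera, and 0.37 and 0.44 with an estimated correlation in the *ash2* alleles. Of the Sin3A genes of the mitochondrial ribosome, 3 of 18 rose in ash2-I1, 5 of 19 in ash2-112411 and 1 of 19 in ash1-22, and none fell (adjusted p = 5.1e-05, 0.0010 and 0.61, with 0.37 and 0.37 with an estimated correlation in the *ash2* alleles). Of those of the mitochondrion, 9 of 49 rose and 2 fell in ash2-I1, 9 of 54 rose and 3 fell in ash2-112411, and 2 of 51 rose in ash1-22 (adjusted p = 1.6e-06, 0.019 and 0.39, with 0.37 and 0.44 with an estimated correlation in the *ash2* alleles). Adjusted over the list alone these counts were the same. In ash1-22, where the adjusted p with an estimated correlation was 0.61, the whole list passed with the preset correlation without replicate 2 (adjusted p = 0.026), without either ash2-I1 replicate (0.041 and 0.042) and with the extraction as a random block (0.0075), and its count that rose was 0 without ash1-22 replicate 1 and 1 without replicate 2. Without ash2-112411 replicate 2, 10 fell in ash2-112411 and the adjusted p of *GstE1* there was 0.12, and without ash2-112411 replicate 1 the mitochondrion list had an adjusted p of 0.065 in ash2-112411. Without ash2-I1 replicate 1, 5 of the mitochondrial ribosome genes rose in ash2-I1 and 1 of the mitochondrion genes fell, and without ash2-I1 replicate 2 the adjusted p of *mRpL27* there was 0.089.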

One possibility could be that *Sin3A *or another subunit of the deacetylase complex is a target of ASH2. However, from the two core members of the complex (Sin3A and Rpd3), only a slight reduction in the levels of *Sin3A *is observed in the *ash2*^112411 ^mutant allele. Moreover, RT-PCR analysis in both *ash2 *mutants confirms that there are no major differences in *Sin3A *expression levels (data not shown), suggesting that *Sin3A *and *Rpd3 *are unlikely to be ASH2 target genes. 

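The transcript of the deacetylase Rpd3 (*HDAC1* in the annotation used here) had a log2 ratio of −0.30 ± 0.08 in ash2-I1 (SE, n = 2 extractions, adjusted p = 0.021), −0.13 ± 0.08 in ash2-112411 (adjusted p = 0.22) and 0.43 ± 0.08 in ash1-22 (adjusted p = 0.019), in each case below 1.5-fold. Of the 5 measured genes of the Sin3 deacetylase complex, the histone-binding subunit gene *Caf1-55* fell in ash2-I1 (−1.23 ± 0.08) and ash2-112411 (−1.55 ± 0.08), as did the demethylase gene *Kdm5* (−0.72 ± 0.08 and −0.99 ± 0.08). The 2 counts were the same adjusted over the list alone. In ash1-22 none of the 5 was called, with 1 higher and 0 lower at an adjusted p under 0.05 but below 1.5-fold. At an unadjusted p under 0.05, 1 was higher and 4 were lower. From camera with an estimated correlation the adjusted p of the list was 0.44 in both ash2-I1 and ash2-112411. With the preset correlation it was 0.033, 0.052 and 0.43 in ash2-I1, ash2-112411 and ash1-22. In ash2-112411 it was 0.049 without ash1-22 replicate 2 and 0.050 without ash2-112411 replicate 1. No probe is named *Sin3A* in the annotation used here.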

Taking into account the important differences between these arrays (wing disc versus tissue culture cells and two-color microarray platform versus Affymetrix GeneChips), the large number of commonly regulated genes between the two analyses suggests a putative functional relationship between ASH2 and Sin3A.

### ASH2 and Sin3A interact with HCF and colocalize on polytene chromosomes

In recent years, several studies in mammals have reported the presence of ASH2 in multimeric complexes homologous to the yeast Set1 complex that can methylate H3K4 [21-26,50]. Strikingly, one variant of this activation-related complex is tethered together by HCF-1 with the Sin3/histone deacetylase (HDAC) complex. The latter is associated with repression activities and includes, amongst others, Sin3, RbAp48 and the Rpd3 homologues HDAC-1 and HDAC-2 [25].

To assess a putative physical interaction between ASH2 and Sin3A in *Drosophila*, we performed co-immunoprecipitation experiments in S2 cells and embryos and immunocytochemical detection of ASH2, Sin3A and HCF on salivary gland polytene chromosomes. As expected for proteins that regulate transcription, all three were located in the nucleus (Additional data file 24) and co-immunoprecipitation experiments demonstrated that HCF binds both Sin3A and ASH2 (Figure 4b-d). The interaction between HCF and ASH2 is easily detected but the interaction between HCF and Sin3A is only visible by a faint band in the embryo extract. Moreover, the HCF-ASH2 interaction seems to be more stable than that of HCF-Sin3A, since the former resists more stringent conditions in terms of lysis buffer composition (see Materials and methods). Although we were not able to co-immunoprecipitate Sin3A and ASH2, we cannot rule out the possibility that they are tethered together by HCF, as occurs in their human counterparts [25]. Although this putative association of ASH2 and Sin3A through HCF might only happen in certain cell contexts, as previously suggested in humans [25], it is supported by the results of immunohistochemistry on polytene chromosomes showing that these proteins colocalize at several loci (Figure 5a,b). ASH2 binding patterns are highly coincident with those of Sin3A and HCF and all of them are non-overlapping with DAPI counterstaining, with the exception of HCF at the chromocenter. Comparison of bands bound by Sin3A, HCF and ASH2 revealed that some sites are shared between all three (Figure 5b), suggesting the existence of a complex containing these proteins. Although it might seem surprising that proteins with opposite transcriptional outcomes might be found in the same complex, this is not an exception. For example, the trxG human Brahma nucleosome remodelling complex (hBrm) contains Sin3, HDAC-1, HDAC-2 and RpAb48, all of them proteins from the human Sin3 histone deacetylase complex [51]. Furthermore, these four proteins and hBrm are also found in the ALL-1 (acute lymphoblastic leukemia - 1) complex, which exhibits chromatin remodeling and histone acetylation, deacetylation and methylation activities [52].

### ASH2 is required for trimethylation of H3K4

Consistent with the H3K4 methyltransferase activity reported for the Set1/ASH2 complex in humans [25], we found that ASH2 colocalizes on polytene chromosomes with trimethylated H3K4 (Figure 6a). To gain insight into the molecular function of ASH2, we compared the levels of H3K4 trimethylation in histones purified from *wt *and *ash2*^*I*1 ^mutant flies, respectively, by western blot (Figure 6b). The lack of ASH2 results in a dramatic reduction of H3K4 trimethylation, indicating that ASH2 is involved in this modification. Analysis of H3K4 trimethylation *in vivo *confirmed the results, since this epigenetic mark was below detectable levels in *ash2*^*I*1 ^mutant clones (Figure 6c). The results presented here are the first obtained in *Drosophila *that show that ASH2 plays a role in the chromatin modification machinery. Although the nature of this regulation remains unclear, the fact that ASH2 does not have any known domain with histone methyltransferase activity suggests that it could be acting in a complex as a structural platform to facilitate the interaction between nucleosomes and proteins with enzymatic activity. This hypothesis is supported by the presence in ASH2 of a PHD domain, which has the ability to bind methylated lysines [53]. However, other proteins might act to recognize and present H3 in a similar way to human WDR5 [54,55].

## Conclusion

The evidence presented here suggests that, like in humans, *Drosophila *might harbor an ASH2 containing complex that could be tethered together with Sin3A by HCF. Although generally associated with opposite transcriptional activities, it has been proposed that these proteins may cooperate in transcriptional regulation [25]. The Sin3A complex is generally involved in transcriptional silencing, but in at least one case it is necessary for the activation of certain genes [56]. Rpd3 is also bound to active promoters in *Drosophila *[57], and in *S*. *cerevisiae *it is preferentially associated with promoters that direct high transcriptional activity [58]. Likewise, it is feasible that canonical positive regulators such as ASH2 may also play a role as negative regulators in certain contexts, and finding so many upregulated genes related to mitochondria in *ash2 *mutants makes this idea attractive. An appealing hypothesis to explain the existence of positive and negative regulators of chromatin remodeling in the same complex is that they could be necessary to maintain an equilibrium between the different histone modifications and to rapidly switch between activated or repressed states of transcription. Alternatively, the activities of these complexes are perhaps sequential, since some deacetylation seems to be required to enable histone methylation [59]. Another explanation for the coexistence of different modifying activities is that they could be targeted to transcription factors, as occurs with the *Drosophila *T-cell factor, which can be repressed by acetylation driven by dCBP, a protein that, paradoxically, acts as a co-activator of other transcription factors [60]. For example, dCBP interacts and colocalizes with ASH1 on polytene chromosomes [61] and is also found with Trithorax (Trx) in the activating TAC1 acetylation complex [62]. Those observations have further implications since *ash1 *and *trx*, together with *ash2*, were found to be functionally related [63] and several other lines of evidence point in the same direction. ASH1 and Trx co-immunoprecipitate in embryonic extracts and colocalize on polytene chromosomes [64], and accumulation of Trx is reduced on *ash1 *mutant polytene chromosomes [65]. ASH1 is an H3K4, H3K9 and H4K20 histone methyltransferase [27,28] and H3K4 dimethylation is severely reduced in *ash1*-mutant polytene chromosomes but only mildly in *ash2*-mutant chromosomes [28].

Byrd and Shearn [28] proposed a model to explain the coordinated action of the ASH1, Trx and ASH2 proteins. In that model, ASH1 and Trx would be required to acetylate and mono- and/or dimethylate histones, and a putative Set1-ASH2 complex would be involved in subsequent H3K4 methylations. This hypothesis is strongly supported by the demonstration that the yeast and human ASH2 homologues are essential for H3K4 trimethylation but not for mono- or dimethylation [26,66,67]. In addition, ASH2 accumulation is reduced on *ash1*-mutant polytene chromosomes but in the reverse situation ASH1 accumulation is not reduced on *ash2*-mutant chromosomes [17], indicating that ASH2 needs ASH1 or its activity to be recruited. Our results also support this model. Firstly, the expression profiles from *ash2 *and *ash1 *mutant alleles reveal that they are highly coincident at both the gene to gene and functional levels, indicating a functional relationship between them. 

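Of the 116 genes that rose in both ash1-22 and an *ash2* allele, 82 (70.7%) differed between ash1-22 and at least 1 *ash2* allele. Of the 71 that fell, 40 (56.3%) did (limma, adjusted p under 0.05). That allele need not be the one in which the gene changed the same way, so these are not shares of shared changes that differ in size. Shared calls and calls of a difference were both fewer without either ash1-22 replicate. Leaving out a replicate leaves 1 extraction and a larger error, so this loss does not by itself show that 1 extraction carries the calls. The genes that differ between ash2-112411 and ash1-22 number 2029, and 679 on a common scale and 312 without ash1-22 replicate 2. *Tspo*, which encodes a mitochondrial transport protein, rose in ash2-112411 (log2 ratio 0.76 ± 0.09, SE, n = 2 extractions) and ash1-22 (0.70 ± 0.09). In ash1-22 the adjusted p of *Tspo* was 0.089 without replicate 1 and 0.071 without replicate 2. From the coincidence of the *ash2* and *ash1* profiles gene by gene and by function, the paper infers a functional relationship between them, and it counts this in favour of the model of Byrd and Shearn, in which ASH1 and Trx act before a putative Set1-ASH2 complex.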

Secondly, the results from co-immunoprecipitation assays, immunolocalization on polytene chromosomes and the reduction of H3K4 trimethylation in *ash2*^*I*1 ^mutant cells suggest the existence of a Set1-ASH2 complex in *Drosophila *involved in H3K4 trimethylation, filling a gap in the proposed model. Finally, since HCF interacts with both ASH2 and Sin3A, it is tempting to speculate that, in *Drosophila*, these proteins could also be subunits of multimeric complexes similar to those found in mammals. However, the fact that the genes in common between *ash2 *and *ash1 *mutants differ from those that are common between *ash2 *mutants and *Sin3A*-defficient cells suggests that different processes such as pattern formation, development or general metabolism may be regulated by ASH2 upon its association with distinct complexes.

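Of 949 genes that rose in an *ash2* allele and were tested in ash1-22, 116 also rose in ash1-22 and 88 are genes higher in Sin3A-deficient cells. The sets share 7 genes against 10.8 expected by chance (odds ratio 0.596, two-sided Fisher's exact test, p = 0.23). They are *CG14270*, *CG14483*, *GstE1*, *GstE11*, *Tspo*, *Vha36-1* and the mitochondrial ribosomal gene *mRpL21*, which had a log2 ratio of 1.65 ± 0.12 in ash2-112411 and 0.72 ± 0.12 in ash1-22 (SE, n = 2 extractions). Of the genes that fell in an *ash2* allele, 1 was both lower in ash1-22 and a Sin3A gene, against 1.40 expected (p = 1, same exact test). Of Sin3A genes 0 rose in ash1-22 without replicate 1 and 1 without replicate 2, and there the adjusted p of *mRpL21* was 0.14 without either replicate.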

## Materials and methods

### *Drosophila *strains

All *Drosophila *strains and crosses were kept on standard media with 0.025% bromophenol blue at 25°C. The reference line used in all cases was the *w*^1118^;+;+ isogenic line from the DrosDel Collection [68]. To reduce the differences in the biological background between the alleles under study and the reference strain, we transferred chromosomes X, Y and 2 from the isogenic line to the TM6c-balanced *ash2*^*I*1^, *ash2*^112411 ^and *ash1*^22 ^alleles. The latter was provided by A Shearn and was studied in homozygosis by combining it with *ash1*^22^F2A, a kind gift from J Muller [29].

To generate UAS-*ash2 *transgenic flies, full-length *ash2-RC *and three copies of the HA (hemagglutinin) epitope were cloned between the *Eco*RI and *Not*I sites of the pUAST plasmid [69]. To generate UAS-*HCF *transgenic flies, full-length *HCF-RC *amplified from the pACXT-T7-*HCF*-Flag (kindly provided by A Wilson [70]) was introduced between the *Not*I and *Kpn*I sites of the pUAST plasmid [69]. *MS1096*-Gal4 and *nub*-Gal4 drivers were used for rescue experiments, *sgs3*-Gal4 and *Act5C*-Gal4 for polytene chromosome immunolocalization and *da*-Gal4 for co-immunoprecipitation experiments in embryos.

### Two-color microarray production, sample preparation and hybridization

Microarrays were printed on Corning UltraGAPS slides (Corning, NY, USA) at the Plataforma de Transcriptòmica (SCT-PCB, Universitat de Barcelona, Spain) using the *Drosophila *Genome Oligo Set version 1.1 (Operon Biotechnologies Inc., Huntsville, AL, USA), a collection of 14,593 probes representing 13,577 *Drosophila *genes with Flybase ID. The 70mer *Arabidopsis *sequences from TIGR [71] and spots with no material or with buffer were also printed to be used as *spike-in *and negative controls, respectively. The microarray annotation is deposited in the Gene Expression Omnibus (GEO) database [35,36] with number GPL3797.

Wandering blue-gut staged Tb+ early third instar larvae were selected in all cases to extract total RNA from wing discs using the RNeasy Protect Mini Kit (Qiagen Inc., Valencia, CA, USA). At least two independent total RNA extractions were carried out from wing imaginal discs for *w*^1118^;+;*ash2*^*I*1^, *w*^1118^;+;*ash2*^112411^, *w*^1118^;+;*ash1*^22^/*ash1*^22^F2A and *w*^1118^;+;+ strains. Quality was assessed in all samples using the Eukaryote Total RNA Nano Assay on a 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA). Total RNA from *w*^1118^;+;+ wing imaginal discs was pooled and used as a common reference against *ash2*^*I*1^, *ash2*^112411 ^and *ash1*^22^/*ash1*^22^F2A. Four microarrays were hybridized for each experiment in biological replicate pairs, such that the total RNA from the sample used as a starting material came from different extractions. Both arrays from each pair were hybridized with the same amplified RNA from sample and common reference (obtained using the Amino-Allyl Messageamp II aRNA Amplification Kit from Ambion Inc., Austin, TX, USA) but with dyes Cy3 and Cy5 (GE Healthcare UK Ltd, Buckinghamshire, UK) swapped to take dye-bias into account.

### Two-color microarray analysis and data mining

GenePix Results (GPR) data files were obtained for each microarray with an Axon 4000B scanner and GenePix Pro 6 (Molecular Devices Corp., Sunnyvale, CA, USA). All GPR files were analyzed with the Limma package from BioConductor [72,73] using the same criteria. The spots not fulfilling the quality thresholds (based on spot size, foreground versus background signals, saturation, coincidence between differently calculated ratio measures and R^2 ^of regression ratio) were eliminated from the analysis, and the data were background corrected with the *normexp *method and normalized using OLIN [74]. Between-array normalization was carried out independently for each set of four arrays using the *mad *method from OLIN, and a linear model was fitted and corrected with False Discovery Rate (FDR) [72]. We obtained lists of genes that were differentially expressed (had an FDR-corrected *p *value of less than 0.05 and at least two spots from the four replicate arrays that passed the quality filters) over 1.5- or 2.0-fold in the mutants compared to the reference strain.

A script was written to collect all GO terms for each gene on the array and to assess whether they are enriched with regulated genes by using a hypergeometric distribution. *P *values of each term are adjusted with the FDR procedure [75] to correct for multiple testing. The output from that script can be used as input for another one that draws pie charts (available at [76]). Calculations of the statistical significance of the number of overlapping genes between different sets were also corrected for multiple testing in a similar way.

### Affymetrix array analysis

Two Affymetrix GeneChip *Drosophila *Genome 2.0 arrays (Affymetrix Inc.) were hybridized at the Unitat de Genòmica (IDIBAPS, Barcelona, Spain) with amplified RNA from wing imaginal discs of either *ash2*^*I*1 ^or the common reference. Analysis was performed with the Affymetrix GeneChip Operating Software (GCOS) and only spots called 'Present' (detectable expression) were taken into account for calculation of Pearson's correlation coefficients. The number of spots involved in each pairwise comparison in Figure 1b (from left to right and top to bottom) were 7,817, 7,170, 6,147, 9,051 and 6,436.

### Semi-quantitative RT-PCR

Reverse transcription reactions with independently extracted RNA from all mutant alleles and the reference were used to synthesize cDNA with Superscript III (Invitrogen Corp., Carlsbad, CA, USA) according to the manufacturer's instructions. One microliter of each RT reaction was used in each PCR reaction, in which the test and the reference gene (*mRpL9*) were amplified together. Samples from 22, 26, 30 and 34 cycles were run on 2% agarose gels to estimate saturating conditions. Samples with two discrete non-saturated bands were quantified using a DNA 1000 Assay in a 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA). Expression values of test genes were normalized using the reference gene. Four measures were taken for each gene to evaluate standard error.

### Clonal analysis, immunohistochemistry and TUNEL assay

Clones were generated at 52 ± 6 hours after egg lay by FLP (Flipase)-mediated mitotic recombination [77] with a 30 minute heat shock at 37°C. Immunohistochemistry was performed according to standard protocols with the primary antibodies mouse 4D9 anti-En/Inv (Developmental Studies Hybridoma Bank, University of Iowa, IA, USA), rabbit anti-Vg (kindly provided by S Carroll), rabbit anti-cleaved Caspase 3 (Cell Signalling Technology Inc., Danvers, MA, USA) and rabbit anti-trimethyl H3K4 (Abcam Inc., Cambridge, MA, USA) used at concentrations of 1:10, 1:20,1:100 and 1:200, respectively. Rhodamine Red-conjugated secondary antibodies were from Jackson ImmunoResearch Laboratories (West Grove, PA, USA). Dying cells were detected by TUNEL assay, labeling DNA 3'-OH ends with Chromatide BODIPY Texas Red-14-dUTP (Invitrogen Corp.) for 1.5 hours at 37°C with terminal deoxynucleotidyl transferase (Roche Diagnostics, Indianapolis, IN, USA). In all cases, the discs were mounted in Slowfade Light Antifade (Invitrogen Corp.) and images collected using a Leica TCS 4D confocal laser scanning microscope.

### Constructs, cellular localization, co-immunoprecipitation assays and western blot

S2 cells were maintained at 25°C in *Drosophila *Schneider's medium containing 10% fetal bovine serum and 1% penicillin/streptomycin (Invitrogen Corp.). Cells were transfected with Effectene (Qiagen Inc.), according to the manufacturer's protocol and collected 48 hours later. Three different constructs were used containing full-length coding regions of either *ash2*, *Sin3A *or *HCF*. pAc5.1-*ash2*-V5-His A was produced by inserting *ash2*, obtained from the Berkeley *Drosophila *Genome Project clone LD31680, into pAc5.1-V5-His A (Invitrogen Corp.). pAc5.1-*Sin3A*-HA-His B was produced by inserting *Sin3A*, obtained from the p3NB-*Sin3A *plasmid provided by D Pauli [78], into a pAc5.1-V5-His B in which V5 was substituted for HA.

For immunofluorescence analysis, transfected S2 cells were plated onto coverslips previously coated with 0.5 mg/ml concanavalin A for 1 hour and fixed with 4% paraformaldehyde. The antibodies used were as follows: rabbit anti-V5 (1:1,000; Sigma-Aldrich Corp., St Louis, MO, USA), mouse anti-HA (1:200; Roche Diagnostics), rabbit anti-Flag (1:100; Sigma-Aldrich Corp.), donkey anti-rabbit FITC (1:400; Jackson ImmunoResearch Laboratories), and goat anti-mouse FITC (1:400; Jackson ImmunoResearch Laboratories). Rhodamine phalloidin (Invitrogen Corp.) was used at a dilution of 1:40. Cell nuclei were stained with DAPI. Cells were mounted in Mowiol-Dabco and visualized under a Leica spectral microscope.

For co-immunoprecipitation assays, cells were washed twice with cold phosphate-buffered saline and lysed and disrupted by freezing and thawing cycles. For anti-Flag immunoprecipitation, the lysis buffer was 50 mM Tris HCl, pH 7.4, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100 + complete protease inhibitors (Roche Diagnostics). The whole-cell extract was pre-cleared for 1 hour at 4°C with protein A-Sepharose and incubated with 40 μl of equilibrated EZview Red anti-Flag M2 AffinityGel beads (Sigma-Aldrich Corp.) for at least 3 hours at 4°C. The immunoprecipitates were washed three times for 15 minutes in lysis buffer (in the second wash the concentration of NaCl was increased to 300 mM) and eluted by boiling in loading buffer containing SDS. For anti-HA immunoprecipitations, we used the protocol described above with the following modifications: cells were lysed and washed in 20 mM HEPES, pH 7.9, 20% glycerol, 100 mM NaCl, 0.2 mM EDTA, 0.1% NP-40 + complete protease inhibitors and cell extracts were incubated without pre-clearing with 75 μl of anti-HA affinity matrix (Roche Diagnostics). For co-immunoprecipitation experiments from embryo extracts, 0-16 h embryos were dechorionated and rinsed extensively, incubated with 50 mM Tris pH 8, 200 mM NaCl, 5 mM EDTA, 0.5% NP40 + complete protease inhibitors, homogenized and centrifuged. The supernatant was collected, sonicated and mixed with 40 μl of EZview Red anti-Flag M2 AffinityGel beads or anti-HA affinity matrix to perform the co-immunoprecipitation experiments as described above. In all cases, samples were run on 7.5-10% SDS-PAGE gels and transferred to PVDF membranes. The following antibodies from Sigma-Aldrich Corp. were used for western blots: rabbit anti-V5 (1:2,000), rabbit anti-Flag (1:400), sheep anti-mouse peroxidase (1:3,000) and goat anti-rabbit peroxidase (1:3,000). The mouse anti-HA (1:1,000) was from Roche Diagnostics and rabbit anti-Sin3A (1:500) and rabbit anti-HCF (1:5,000) were kindly provided by D Wassarman and J Workman, respectively. Proteins were detected with the EZL system (Biological Industries Ltd., Kibbutz Beit Haemek, Israel).

To compare the levels of trimethylated H3K4 between *wt *and *ash2*^*I*1 ^larvae, histones were obtained by acidic extraction, dialyzed and separated on 15% SDS-PAGE gels. Immunoblots were performed with anti-H3 (1:2,000) and anti-trimethyl H3K4 (1:5,000) antibodies (Abcam Inc.).

### Staining of polytene chromosomes

Salivary glands of *wt *and UAS-*ash2 *transgenic flies were dissected in Gohen buffer, fixed for 2 minutes and transferred to a solution with acetic acid and formaldehyde for 3 minutes before squashing to spread the polytene chromosomes. Staining was performed by O/N incubation at 4°C with the following antibodies: mouse anti-HA (1:200), rabbit anti-Sin3A (1:100), rat anti-HCF (1:50) and rabbit anti-trimethyl H3K4 (1:200). FITC- or rhodamine red-conjugated secondary antibodies (1:200) were obtained from Jackson ImmunoResearch Laboratories and preparations were mounted with Mowiol-DAPI to stain the DNA. Chromosomes were visualized under a Leica microscope.

## Additional data files

The following additional data are available with the online version of this paper. Additional data file 1 is a table listing the number of unique genes up- and downregulated over 1.5-fold (log_2 _ratio = 0.58) or 2.0-fold (log_2 _ratio = 1) in each mutant allele. Additional data files 2, 3 and 4 are tables listing the genes downregulated and upregulated over 1.5- and 2.0-fold in *ash2*^*I*1^, *ash2*^112411 ^and *ash1*^22^, respectively. 

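These tables give the paper's mean log2 ratios, mutant over reference, for genes past each fold threshold, and they were used to check the direction of the values. Among genes with a single entry there and a single probe here, which leaves out genes with several probes, all 723 genes of ash2-I1, 1321 of ash2-112411 and 222 of ash1-22 had the same sign, with r of 0.999 across genes in each allele. Of the genes listed as higher and matched by name, 340 of 349 tested rose here in ash2-I1, 666 of 682 in ash2-112411 and 142 of 157 in ash1-22. Of those listed as lower, 416 of 424 fell in ash2-I1, 775 of 784 in ash2-112411 and 88 of 94 in ash1-22. *Tsf1*, for example, is in the lists of all 3 alleles.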

Additional data files 5, 9 and 13 are tables containing the GO annotations of the genes downregulated over 1.5-fold in *ash2*^*I*1^, *ash2*^112411 ^and *ash1*^22^, respectively. Additional data files 6, 10 and 14 are tables containing the GO annotation of the genes upregulated over 1.5-fold in *ash2*^*I*1^, *ash2*^112411 ^and *ash1*^22^, respectively. Additional data files 7, 11 and 15 are tables containing the GO annotation of the genes downregulated over 2.0-fold in *ash2*^*I*1^, *ash2*^112411 ^and *ash1*^22^, respectively. Additional data files 8, 12 and 16 are tables containing the GO annotations of the genes upregulated over 2.0-fold in *ash2*^*I*1^, *ash2*^112411 ^and *ash1*^22^, respectively. Additional data file 17 is a table containing the GO annotations of wing disc genes identified by Klebes *et al*. [37]. Additional data file 18 is a table listing the genes misregulated in *ash2 *and *ash1 *mutants preferentially expressed in the wing disc and in the prospective wing-hinge or body wall region. Additional data file 19 is a table containing the GO annotations of the genes upregulated in *Sin3A *deficient cells according to Pile *et al*. [49]. Additional data file 20 is a table listing the genes misregulated in *Sin3A *deficient cells that are also misexpressed in *ash2 *and/or *ash1 *mutants. Additional data file 21 is a table containing the FDR adjusted *p *values for the GO terms displayed in Figure 2a. Additional data file 22 is a figure containing pie charts showing the distribution of regulated genes in Molecular function GO classes. Additional data file 23 is a figure containing pie charts showing the distribution of regulated genes in Biological process GO classes. Additional data file 24 is a figure showing that ASH2, HCF and Sin3A are found in the nucleus.

## Supplementary Material

Additional data file 1 Unique genes up- and downregulated over 1.5-fold (log_2 _ratio = 0.58) or 2.0-fold (log_2 _ratio = 1) in each mutant allele Click here for file

Additional data file 2 Genes downregulated and upregulated over 1.5- and 2.0-fold in *ash2*^*I*1^ Click here for file

Additional data file 3 Genes downregulated and upregulated over 1.5- and 2.0-fold in *ash2*^112411^ Click here for file

Additional data file 4 Genes downregulated and upregulated over 1.5- and 2.0-fold in *ash1*^22^ Click here for file

Additional data file 5 GO annotations of the genes downregulated over 1.5-fold in *ash2*^*I*1^ Click here for file

Additional data file 6 GO annotations of the genes upregulated over 1.5-fold in *ash2*^*I*1^ Click here for file

Additional data file 7 GO annotations of the genes downregulated over 2.0-fold in *ash2*^*I*1^ Click here for file

Additional data file 8 GO annotations of the genes upregulated over 2.0-fold in *ash2*^*I*1^ Click here for file

Additional data file 9 GO annotations of the genes downregulated over 1.5-fold in *ash2*^112411^ Click here for file

Additional data file 10 GO annotations of the genes upregulated over 1.5-fold in *ash2*^112411^ Click here for file

Additional data file 11 GO annotations of the genes downregulated over 2.0-fold in *ash2*^112411^ Click here for file

Additional data file 12 GO annotations of the genes upregulated over 2.0-fold in *ash2*^112411^ Click here for file

Additional data file 13 GO annotations of the genes downregulated over 1.5-fold in *ash1*^22^ Click here for file

Additional data file 14 GO annotations of the genes upregulated over 1.5-fold in *ash1*^22^ Click here for file

Additional data file 15 GO annotations of the genes downregulated over 2.0-fold in *ash1*^22^ Click here for file

Additional data file 16 GO annotations of the genes upregulated over 2.0-fold in *ash1*^22^ Click here for file

Additional data file 17 GO annotations of wing disc genes identified by Klebes *et al*. [37] Click here for file

Additional data file 18 Genes misregulated in *ash2 *and *ash1 *mutants preferentially expressed in the wing disc and in the prospective wing-hinge or body wall region Click here for file

Additional data file 19 GO annotations of the genes upregulated in *Sin3A *deficient cells according to Pile *et al*. [49] Click here for file

Additional data file 20 Genes misregulated in *Sin3A *deficient cells that are also misexpressed in *ash2 *and/or *ash1 *mutants Click here for file

Additional data file 21 FDR adjusted *p *values for the GO terms displayed in Figure 2a Click here for file

Additional data file 22 Distribution of regulated genes in Molecular function GO classes Click here for file

Additional data file 23 Distribution of regulated genes in Biological process GO classes Click here for file

Additional data file 24 ASH2, HCF and Sin3A are found in the nucleus Click here for file

## Figures and Tables

**Figure 1:**
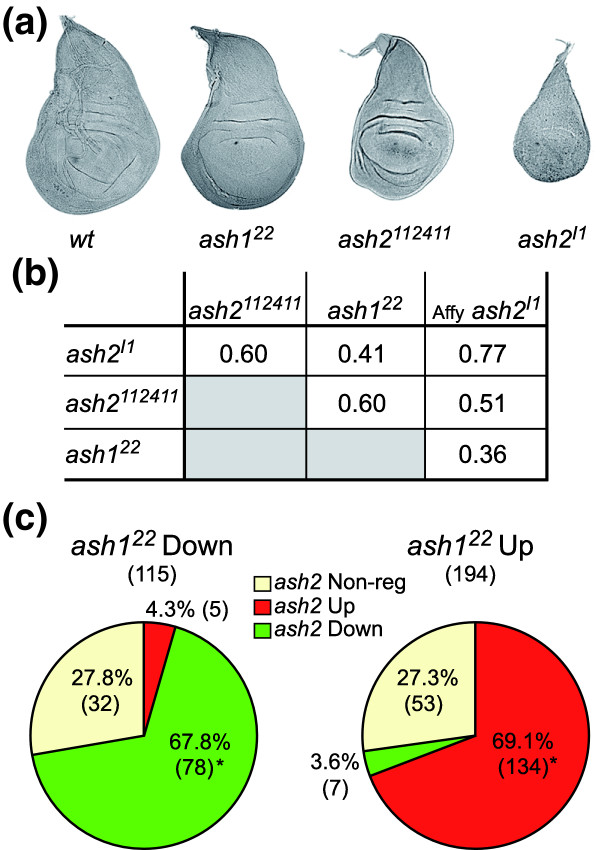
Similarity of *ash2 *and *ash1 *mutant transcriptomes. **(a) **Wing imaginal discs of *wt *and *ash1*^22^, *ash2*^112411 ^and *ash2*^*I*1 ^homozygotes. **(b) **Pearson's correlation coefficients between the normalized mean log_2 _ratios of the different experimental conditions. **(c) **Comparison of gene expression changes in *ash1*^22 ^and *ash2 *mutants. The circles represent the genes that were downregulated (left) or upregulated (right) with a greater than 1.5-fold change in *ash1*^22 ^mutants. The percentage of these genes that were also downregulated (green) or upregulated (red) in one or both of the *ash2 *alleles is shown. The absolute number of genes is shown in brackets. *Statistically significant overlap: *p *= 4.76 × 10^-56 ^(left) and *p *= 2.40 × 10^-104 ^(right).

**Figure 2:**
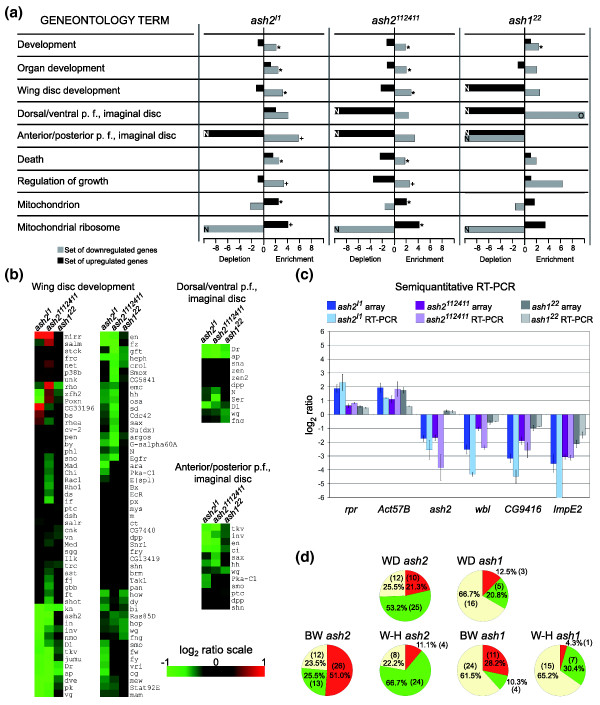
Whole genome expression analysis of *ash2 *and *ash1 *mutants. **(a) **GO annotation of genes that were upregulated (black bar) or downregulated (grey bar) in each allele (see text for details). The length of the bar indicates the fold change. N indicates that no genes were found with a given term in this set. O indicates over 10 times. An asterisk indicates FDR adjusted *p *value < 0.01 and a plus sign indicates <0.05 (FDR adjusted *p *values for each GO annotation are detailed in Additional data file 21); p.f., pattern formation. **(b) **Expression maps including all the genes belonging to GO terms 'Wing disc development', 'Anterior/posterior pattern formation, imaginal disc' and 'Dorsal/ventral pattern formation, imaginal disc'. All the genes from the array having these GO terms are represented irrespective of log_2_ratios or *p *values. Red indicates upregulation and green downregulation (see scale bar). **(c) **Semi-quantitative RT-PCR and microarray results for six genes. The height of the bar is proportional to the log_2 _ratio observed for each gene in the microarray or RT-PCR experiments in all three alleles. The expression level of all genes was statistically significant across microarray replicate experiments in all three mutant alleles (*p *< 0.05) except for *ash2 *in the *ash1*^22 ^allele. Error bars represent standard error in microarray or semiquantitative RT-PCR analyses, respectively. **(d) **Comparison of genes that were upregulated or downregulated in *ash2 *and *ash1 *mutants with the genes preferentially expressed in the wing disc (WD) according to Klebes *et al*. [37] and in the body wall (BW) and wing hinge (W-H) according to Butler *et al*. [38]. The full circle encompasses the total number of genes with valid log_2 _ratios in one or both of the *ash2 *alleles or in the *ash1 *allele for each comparison. The number of genes that were downregulated (green), upregulated (red) or showed no change in expression (yellow) over 1.5 times in each comparison is shown in brackets.

**Figure 3:**
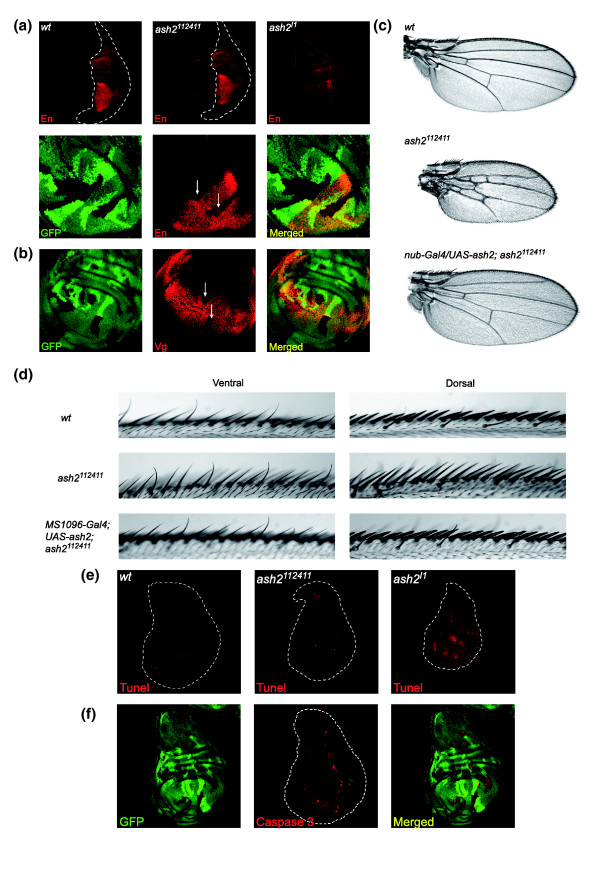
Gene expression and phenotypes of *ash2 *mutants. **(a) **Engrailed (En) expression (dotted line) in *wt *and *ash2 *mutant wing discs (top panels). Reduction of En levels (white arrows) in *ash2*^*I*1 ^homozygous cells (bottom panels). **(b) **Reduction of Vg levels (white arrows) in *ash2*^*I*1 ^homozygous cells. **(c) **Wing phenotype of *ash2*^112411 ^homozygotes (central picture) is rescued to *wt *(top picture) by expression of *ash2 *in *ash2*^112411 ^homozygotes (bottom picture). **(d) **Dorsal bristles of the wing margin in *ash2*^112411 ^homozygotes are partially ventralized (compare central panels with upper panels). Dorsal bristles from *ash2*^112411 ^homozygotes are *wt *if *ash2 *is ectopically expressed with *MS-1096-Gal4 *driver (bottom panels). **(e) **Increased cell death in *ash2*^*I*1 ^homozygous wing discs in comparison to *wt *and *ash2*^112411 ^homozygous wing discs as seen by TUNEL staining (red). **(f) **Apoptosis in *ash2*^*I*1 ^homozygous cells. Apoptotic cells are identified by staining with anti-cleaved Caspase 3. In (a,b,f), *wt *cells are bright green, heterozygous cells are light green and *ash2*^*I*1 ^homozygous cells are black. In (e,f), dotted lines outline the discs. In all wing discs, anterior is left and dorsal up.

**Figure 4:**
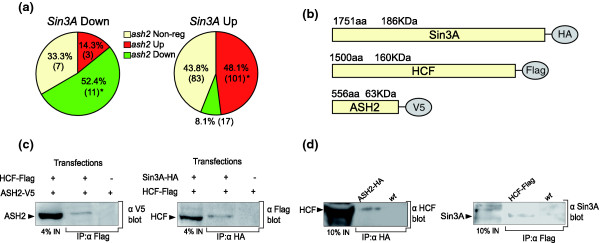
Functional and physical interaction between ASH2 and Sin3A mediated by HCF. **(a) **ASH2 and Sin3A mutants share a large number of commonly misregulated genes. Each full circle encompasses the total number of genes that are downregulated (left) or upregulated (right) in *Sin3A*-deficient cells (according to Pile *et al*. [43]) and have valid log_2 _ratios in one or both of the *ash2 *alleles. The number of genes that are downregulated (green), upregulated (red) or do not display altered expression (yellow) over 1.5 times in one or both of the *ash2 *alleles is shown in brackets. An asterisk indicates statistically significant overlap: *p *= 1.06 × 10^-4 ^(left), *p *= 5.88 × 10^-32 ^(right). **(b) **Diagram showing Sin3A-HA, HCF-Flag and ASH2-V5 fusion proteins. The number of amino acids and the predicted molecular weight without counting tags are indicated above each construct. **(c) **HCF interacts with ASH2 and Sin3A in S2 cells. Anti-Flag immunoprecipitations were performed using cells expressing HCF-Flag and ASH2-V5, or ASH2-V5 alone as a negative control, and immunoblotted with anti-V5 (left). Anti-HA immunoprecipitations were performed with S2 cells transfected with Sin3-HA and HCF-Flag, or HCF-Flag alone as a negative control, and immunoblotted with anti-Flag (right). Input lane shows 4% of the total extract volume used for co-immunoprecipitations. **(d) **HCF interacts with ASH2 and Sin3A in embryos. Co-immunoprecipitation experiments were performed in transgenic embryos overexpressing ASH2-HA (left) or HCF-Flag (right) with *daughterless-*gal4. *wt *embryos were used as a negative control. Input lane shows 10% of the total extract volume used for co-immunoprecipitations.

**Figure 5:**
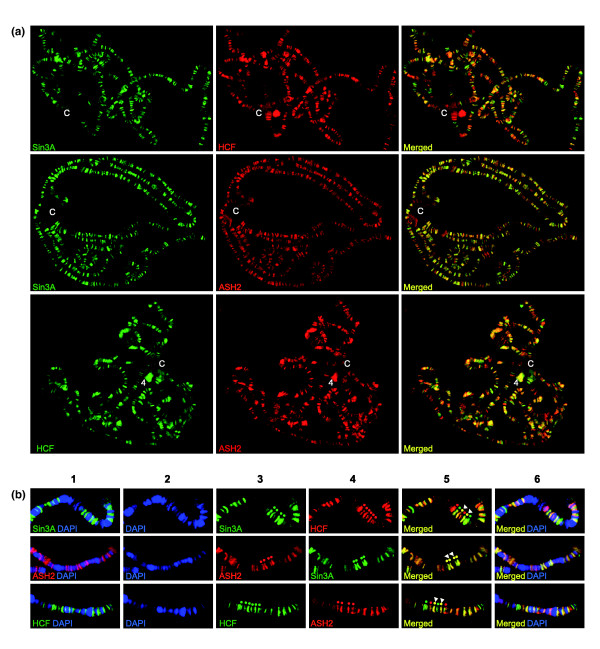
Immunodetection of ASH2, Sin3A and HCF on polytene chromosomes. **(a) **Images of all the chromosomes showing partial colocalization of Sin3A and HCF (top panel), Sin3A and ASH2 (central panel), and HCF and ASH2 (bottom panel). Note that only HCF is found in the chromocenter (C) and that no Sin3A is detected in chromosome 4 (4). **(b) **Details of the 2L chromosome arm. Sin3A, ASH2 and HCF staining does not overlap with DAPI (columns 1-3). Sin3A and HCF (top panel), ASH2 and Sin3A (central panel), and HCF and ASH2 (bottom panel) colocalize at many sites (columns 3-5). Green and red dots in columns 3-4 indicate strongly stained sites. Green and red dots in column 5 indicate a weak colocalization (more green staining or more red staining) and yellow dots indicate bands with strong colocalization. Arrowheads indicate sites of triple colocalization between ASH2, HCF and Sin3A. Antibodies used were anti-Sin3A, anti-HCF and anti-HA (for ASH2-HA detection).

**Figure 6:**
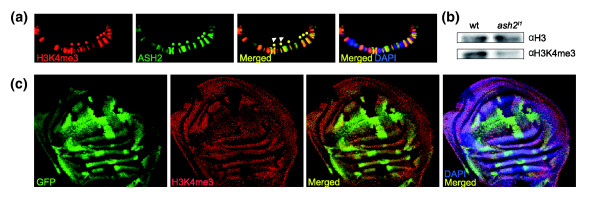
H3K4 trimethylation is severely reduced in *ash2*^*I*1^mutants. **(a) **Colocalization of trimethylated H3K4 (red) with ASH2 (green) in the polytene chromosome 2L arm. **(b) **Detection by western blot of H3K4 trimethylation on *wt *and *ash2*^*I*1 ^histone extracts. H3 was used as a loading control. **(c) **Detection of H3K4 trimethylation (red) in *wt *(bright green), heterozygous (green) and *ash2*^*I*1 ^homozygous (black) wing disc cells. Note that in the latter cells H3K4 trimethylation is severely reduced. Antibodies used were anti-HA (for ASH2-HA detection), anti-trimethylated H3K4 and anti-H3. Nuclei are labelled with DAPI (blue).

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 1 — Unique genes up- and downregulated over 1.5-fold (log2 ratio = 0.58) or 2.0-fold (log2 ratio = 1) in each mutant allele

**Number of<br>Unique Genes**	**<i>ash2</i>¹¹**	**<i>ash2</i>¹¹²⁴¹¹**	**<i>ash1</i>²²**
log ₂ ratio > 1	**179**	**272**	**59**
log ₂ ratio <-1	**178**	**174**	**22**
log ₂ ratio > 0.58	**426**	**782**	**194**
log ₂ ratio <-0.58	**526**	**939**	**115**

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 5 — GO annotations of the genes downregulated over 1.5-fold in ash2I1

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File:**ash2I1\_D1.5x.txt.fbgns** (526 genes -- 86 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

BG:DS00180.3 BG:DS07721.3 BcDNA:GH11415 BcDNA:LD24702 CG10424 CG10522 CG10555 CG11509 CG11577 CG11882 CG12004 CG12452 CG12546 CG12708 CG13200 CG13373 CG13676 CG13698 CG13827 CG14132 CG14301 CG1499 CG14997 CG15415 CG15628 CG15905 CG17032 CG17163 CG17383 CG18212 CG18349 CG1962 CG2016 CG2083 CG2467 CG2791 CG30183 CG30423 CG32373 CG32541 CG33129 CG3570 CG3625 CG3678 CG3880 CG40294 CG40354 CG4089 CG4098 CG4332 CG4877 CG5126 CG5175 CG6040 CG6169 CG6234 CG6398 CG6448 CG6617 CG6900 CG6959 CG6983 CG7047 CG7110 CG7702 CG7802 CG7872 CG8031 CG8420 CG8580 CG8600 CG9257 CG9266 CG9416 CG9427 CG9526 CG9628 CG9723 EG:152A3.3 EG:25E8.4 EG:80H7.11 Fcp3C l(2)05714 l(2)k09913 miple yuri

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 6 — GO annotations of the genes upregulated over 1.5-fold in ash2I1

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **ash2I1\_U1.5x.txt.fbgns** (426 genes -- 125 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

BG:DS01368.1 BcDNA:GH03693 BcDNA:GH03753 BcDNA:GH07269 BcDNA:LD21529 BcDNA:RE39515 CG10005 CG10075 CG10189 CG10337 CG10428 CG10463 CG10559 CG10570 CG10675 CG10916 CG11009 CG11086 CG11279 CG1146 CG11847 CG11852 CG11893 CG12505 CG12868 CG13623 CG13822 CG13886 CG13941 CG14121 CG14696 CG14907 CG14984 CG15173 CG15611 CG15675 CG1572 CG15784 CG15863 CG15917 CG17219 CG17327 CG17574 CG17681 CG17734 CG17738 CG18294 CG18358 CG18410 CG18596 CG18600 CG18643 CG1868 CG2471 CG2641 CG2909 CG2948 CG30196 CG30373 CG30493 CG31633 CG31781 CG31955 CG32069 CG32425 CG32500 CG3280 CG33056 CG33107 CG33201 CG3448 CG40115 CG40164 CG40169 CG40188 CG40260 CG40295 CG40329 CG4975 CG5174 CG5325 CG5359 CG5664 CG5792 CG5903 CG5953 CG5961 CG5989 CG6013 CG6043 CG6066 CG6073 CG6171 CG6353 CG6643 CG7168 CG7341 CG7506 CG8034 CG8206 CG8369 CG8486 CG8927 CG9192 CG9231 CG9328 CG9336 CG9338 CG9350 CG9422 CG9646 CG9667 CG9815 CG9945 CG9972 CG9996 Chmp1 EG:131F2.3 GstE8 His2B:CG17949 Ip259 Max-element SP558 l(1)G0136 l(2)35Bg

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 7 — GO annotations of the genes downregulated over 2.0-fold in ash2I1

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **ash2I1\_D2.0x.txt.fbgns** (178 genes -- 27 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

BG:DS07721.3 BcDNA:GH11415 CG11509 CG13676 CG13698 CG14132 CG15628 CG15905 CG17032 CG18212 CG18349 CG2016 CG2083 CG2791 CG30423 CG32373 CG32541 CG3880 CG40294 CG5175 CG6234 CG7047 CG7802 CG9266 CG9416 CG9628 miple

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 8 — GO annotations of the genes upregulated over 2.0-fold in ash2I1

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **ash2I1\_U2.0x.txt.fbgns** (179 genes -- 53 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

CG10075 CG10189 CG10337 CG10559 CG10675 CG10916 CG11086 CG1146 CG11852 CG11893 CG12505 CG12868 CG13822 CG13886 CG14907 CG15611 CG15675 CG1572 CG15784 CG17681 CG18294 CG18358 CG18410 CG18596 CG18643 CG2909 CG30196 CG31633 CG31781 CG31955 CG32425 CG3280 CG3448 CG40115 CG40164 CG40169 CG40188 CG40260 CG40295 CG5174 CG5953 CG6353 CG7506 CG8369 CG8486 CG9192 CG9336 CG9338 CG9350 CG9667 CG9815 Max-element SP558

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 9 — GO annotations of the genes downregulated over 1.5-fold in ash2112411

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **ash2112411\_D1.5x.txt.fbgns** (939 genes -- 192 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

[truncated: 125,234 more chars]

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 10 — GO annotations of the genes upregulated over 1.5-fold in ash2112411

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **ash2112411\_U1.5x.txt.fbgns** (782 genes -- 263 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

312 BEST:CK00246 BG:DS04641.8 BG:DS05899.3 BG:DS07295.5 BcDNA:GH05536 BcDNA:LD37196 CG10035 CG10075 CG10165 CG10195 CG10208 CG10233 CG10337 CG10365 CG10428 CG10581 CG10732 CG10912 CG10916 CG10969 CG11137 CG11279 CG11345 CG11350 CG11370 CG1143 CG11523 CG1157 CG11630 CG11755 CG11788 CG11825 CG11852 CG11975 CG12379 CG12402 CG12481 CG12519 CG12716 CG12848 CG12868 CG12873 CG1288 CG12936 CG12960 CG13004 CG13014 CG13018 CG13031 CG13044 CG13067 CG13126 CG13157 CG13200 CG13220 CG13226 CG13235 CG13339 CG13365 CG13407 CG13434 CG13482 CG13533 CG13568 CG13589 CG13603 CG13623 CG13636 CG13663 CG13785 CG13843 CG13914 CG13966 CG13993 CG14095 CG14104 CG14121 CG14125 CG14149 CG14187 CG14190 CG14210 CG14270 CG14321 CG14391 CG14394 CG14479 CG14483 CG14572 CG14615 CG14693 CG14731 CG14774 CG14843 CG14847 CG14898 CG14903 CG14966 CG1503 CG15031 CG15032 CG15168 CG15353 CG15362 CG15366 CG1537 CG15395 CG15525 CG15536 CG15593 CG1572 CG15784 CG15863 CG15888 CG15908 CG15922 CG16790 CG16820 CG17059 CG17327 CG17376 CG17490 CG17570 CG17625 CG17681 CG17734 CG17996 CG18294 CG18358 CG18428 CG1850 CG18538 CG18600 CG18635 CG18643 CG18678 CG18748 CG18765 CG2010 CG2124 CG2909 CG30053 CG30196 CG30219 CG30271 CG30373 CG30393 CG30412 CG31076 CG31330 CG31391 CG31436 CG31663 CG31781 CG31806 CG31873 CG31955 CG3199 CG32069 CG32206 CG32407 CG32500 CG32584 CG32633 CG3271 CG32729 CG32779 CG3280 CG32850 CG32986 CG33051 CG33120 CG33156 CG3448 CG3500 CG3566 CG3624 CG3984 CG40115 CG40127 CG40164 CG40169 CG40177 CG40192 CG40216 CG40228 CG40260 CG40270 CG40295 CG40329 CG40420 CG4186 CG4623 CG4786 CG4911 CG5013 CG5043 CG5056 CG5074 CG5156 CG5172 CG5174 CG5207 CG5237 CG5325 CG5360 CG5664 CG5866 CG5910 CG5922 CG5937 CG5961 CG6171 CG6353 CG6497 CG6691 CG7006 CG7011 CG7168 CG7201 CG7206 CG7231 CG7341 CG7484 CG7552 CG7603 CG7630 CG7637 CG7671 CG7759 CG8008 CG8204 CG8369 CG8386 CG8538 CG8620 CG8927 CG9034 CG9084 CG9130 CG9154 CG9231 CG9328 CG9336 CG9338 CG9350 CG9422 CG9617 CG9667 CG9766 CG9922 CG9948 CG9996 EG:131F2.3 EG:171E4.4 EG:34F3.10 EG:63B12.11 Frq His2B:CG17949 Max-element l(2)44Db l(3)87Df

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 11 — GO annotations of the genes downregulated over 2.0-fold in ash2112411

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **ash2112411\_D2.0x.txt.fbgns** (174 genes -- 35 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

BG:DS07721.3 BcDNA:LD24702 CG10555 CG11120 CG11138 CG12643 CG13252 CG13676 CG13679 CG15905 CG16786 CG17032 CG17153 CG17255 CG18349 CG1962 CG2083 CG2469 CG32373 CG33936 CG3570 CG40354 CG4098 CG4751 CG4877 CG5175 CG5514 CG5521 CG6169 CG6234 CG7802 CG9416 CG9628 CG9883 miple

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 12 — GO annotations of the genes upregulated over 2.0-fold in ash2112411

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **ash2112411\_U2.0x.txt.fbgns** (272 genes -- 94 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

312 BG:DS07295.5 BcDNA:GH05536 CG10337 CG10581 CG11137 CG11279 CG11345 CG1143 CG11852 CG12481 CG12868 CG1288 CG13014 CG13018 CG13044 CG13067 CG13157 CG13434 CG13589 CG13623 CG13636 CG13663 CG13843 CG14104 CG14210 CG14270 CG14321 CG14394 CG14479 CG14483 CG14572 CG14731 CG14774 CG14898 CG14903 CG15032 CG15353 CG15525 CG15784 CG15863 CG15888 CG17681 CG17996 CG18294 CG18643 CG2909 CG30053 CG30196 CG30219 CG30412 CG31330 CG31436 CG32069 CG32500 CG32633 CG33120 CG33156 CG3566 CG40115 CG40169 CG40177 CG40216 CG40228 CG40260 CG40295 CG40329 CG40420 CG4186 CG5156 CG5174 CG5360 CG5866 CG5961 CG6353 CG7168 CG7201 CG7630 CG7637 CG7671 CG8369 CG8386 CG8538 CG9034 CG9231 CG9328 CG9336 CG9350 CG9617 CG9667 CG9922 EG:171E4.4 EG:34F3.10 Max-element

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 13 — GO annotations of the genes downregulated over 1.5-fold in ash122

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **ash1\_D1.5x.txt.fbgns** (115 genes -- 22 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

BG:DS07721.3 BcDNA:GH11415 CG15905 CG18349 CG18731 CG2083 CG2469 CG32373 CG40294 CG4686 CG5281 CG6234 CG6900 CG6959 CG7694 CG7802 CG8031 CG8828 CG9186 CG9416 EG:152A3.3 Mkrn1

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 14 — GO annotations of the genes upregulated over 1.5-fold in ash122

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **ash1\_U1.5x.txt.fbgns** (194 genes -- 52 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

BG:DS00810.3 BG:DS01368.1 CG10038 CG10200 CG10581 CG12310 CG13053 CG13067 CG14104 CG14270 CG1572 CG15784 CG15888 CG17478 CG17681 CG18294 CG18410 CG2233 CG2444 CG2641 CG30412 CG30423 CG31955 CG32500 CG32633 CG32850 CG33156 CG3566 CG40178 CG40228 CG40260 CG40329 CG40386 CG40420 CG4989 CG5167 CG5174 CG5360 CG5773 CG5866 CG5961 CG6845 CG7603 CG7671 CG8369 CG8818 CG9231 CG9336 CG9338 CG9617 CG9766 EG:171E4.4

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 15 — GO annotations of the genes downregulated over 2.0-fold in ash122

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **ash1\_D2.0x.txt.fbgns** (22 genes -- 3 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

CG2469 CG32373 CG9186

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 16 — GO annotations of the genes upregulated over 2.0-fold in ash122

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **ash1\_U2.0x.txt.fbgns** (59 genes -- 18 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

BG:DS00810.3 CG10038 CG13053 CG13067 CG17478 CG17681 CG18294 CG2233 CG30412 CG40178 CG40228 CG5174 CG5773 CG5961 CG8369 CG9231 CG9336 CG9766

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 17 — GO annotations of wing disc genes identified by Klebes et al. [37]

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **Klebes\_Wing.txt.fbgns** (67 genes -- 12 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

BcDNA:GH11415 CG10570 CG11905 CG16885 CG16959 CG17032 CG6044 CG7924 CG8501 CG9266 CG9427 CG9812

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 18 — Genes misregulated in ash2 and ash1 mutants preferentially expressed in the wing disc and in the prospective wing-hinge or body wall region

Wing Disc	
ash2	ash1
ap	ap
CG15093	
CG17032	
CG4382	
CG4766	CG4766
CG4914	
CG5392	
CG6044	
CG6680	
CG7160	
CG8502	
CG9266	
CG9307	
CG9427	
Doc1	
Doc2	
Doc3	
kn	kn
msh, Dr	msh, Dr
NetA	
pdm2	pdm2
rost	
rpk	
toe	
vg	
CAH1	
CG10570	
CG10962	
CG5397	
Edg91	
GV1	
Phk-3	
regucalcin	
rpr	
sda	

Wing-Hinge	
ash2	ash1
ana	ana
BcDNA:SD04019	
CG14301	
CG16868	
CG32029	
CG6234	CG6234
CG7160	
CG9057	CG9057
Cyp310a1	
Dll	Dll
Doc1	
Doc2	
dve	
ed	
en	
hh	
inv	
kn	kn
NetA	
opa	
pdm2	pdm2
Poxn	
vg	
wgn	
Gasp	Gasp
pip	
Ugt86Di	Ugt86Di
vvl	

Body Wall	
ash2	ash1
Ance	
CG13023	
CG13053	CG13053
CG15786	
CG31640	
CG3770	
CG6199	
CG7860	CG7860
Fas2	
ImpL2	ImpL2
Obp99a	Obp99a
ss	
toe	
	eyg
	Sox102F
Act57B	Act57B
apt	
BcDNA:GH07269	
CG10126	
CG11370	
CG12481	
CG12505	
CG13044	
CG15353	
CG1572	CG1572
CG16820	
CG3244	
CG3624	
CG4386	CG4386
CG5397	CG5397
CG6921	CG6921
CG9192	
CG9338	CG9338
CG9358	
eiger	
Gs2	Gs2
Obp56a	
regucalcin	regucalcin
Traf1	
trol	
wun2	
	CG10200

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 19 — GO annotations of the genes upregulated in Sin3A deficient cells according to Pile et al. [49]

  

---

  

|  |  |
| --- | --- |
| Go Statistics | Reg File: **Sin3\_Up.txt.fbgns** (360 genes -- 75 skipped)  Ref File: **ref.fbgns** (13577 genes -- 4663 skipped)  Database: **go\_200507-termdb.rdf-xml** |

---

  

Fields Description

  

---

Regulated Genes that don't have GO terms
  

CG10195 CG10343 CG10383 CG11347 CG11699 CG11885 CG12118 CG12125 CG12379 CG12505 CG12797 CG13533 CG13623 CG13941 CG14084 CG14270 CG14483 CG14696 CG14883 CG14907 CG14985 CG15027 CG15083 CG15099 CG1553 CG15784 CG15863 CG15908 CG16787 CG17327 CG17680 CG17726 CG17734 CG18445 CG18596 CG1983 CG2076 CG2794 CG2909 CG30344 CG30493 CG31098 CG3271 CG33137 CG3448 CG4611 CG4679 CG5010 CG5118 CG5862 CG5989 CG6196 CG6353 CG6443 CG6568 CG7394 CG7506 CG7611 CG7739 CG7841 CG7950 CG8297 CG8607 CG8678 CG9034 CG9067 CG9186 CG9288 CG9646 CG9773 CG9987 Chmp1 l(1)G0136 l(2)k14505 rho-7

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 20 — Genes misregulated in Sin3A deficient cells that are also misexpressed in ash2 and/or ash1 mutants

Sin3A Up	
ash2	ash1
Ahcy13	
Ate1	
BcDNA:LD32788	
bcn92	
betaggt-II	
CG10195	
CG10268	
CG10306	
CG10460	
CG10638	
CG1140	
CG11722	
CG11897	
CG12264	
CG12379	
CG12505	
CG12876	
CG12954	
CG13533	
CG13623	
CG13645	
CG13941	
CG14270	CG14270
CG14483	
CG14696	
CG14907	
CG15784	CG15784
CG15863	
CG15908	
CG17266	
CG17327	
CG17530	
CG17531	
CG17734	
CG17904	
CG18522	
CG18547	
CG18596	
CG1882	
CG2064	
CG2246	
CG2789	CG2789
CG2846	
CG2909	
CG30152	
CG30493	
CG31063	
CG31793	
CG32549	
CG3271	
CG33066	
CG3397	
CG3448	
CG3931	
CG4769	
CG4858	
CG5044	
CG5224	CG5224
CG5989	

CG6272	
CG6335	
CG6353	
CG6512	
CG7506	
CG7627	
CG7842	
CG8198	
CG8360	
CG8778	
CG9034	
CG9646	
CG9836	
Chmp1	
Cys	Cys
Dgp-1	
dynactin-subunit-p25	
GstE1	GstE1
Hmgs	
Ide	
Jafrac1	
Jhl-1	
Jhl-26	
l(3)02640	
Mocs1	
mRpL11	
mRpL21	mRpL21
mRpL22	
mRpL22-24	
mRpS18a	
mRpS32	
mRpS33	
mus205	
Prx6005	
Rep	
Sras	
TepIV	
Thor	Thor
Tim10	
TMS1	
Ugt86Da	
Vha36	Vha36
bsf	
Cat	
CG17184	
CG1969	CG1969
CG33138	
CG7611	
CG7739	
CG9186	CG9186
Eno	
Gapdh1	
Gapdh2	
ldh	
NTPase	
Thiolase	
Tpi	
Trxr-1	
Vha44	

Sin3A Down	
ash2	ash1
ApepP	
CG11120	
CG1544	
CG1998	
CG33214	
CG9471	
HmgZ	
Mgstl	
Pepck	
Taf6L	
Ts	
CG10912	
Karl	
Mlc2	Mlc2

# Supplementary material for: Functional dissection of the ash2 and ash1 transcriptomes provides insights into the transcriptional basis of wing phenotypes and reveals conserved protein interactions
**Source:** Genome Biol. 2007 Apr 28;8(4):R67. doi: 10.1186/gb-2007-8-4-r67
**Supplement:** Additional data file 21 — FDR adjusted p values for the GO terms displayed in Figure 2a

GO TERM	Downregulated Sets			Upregulated Sets		
	<i>ash2</i> ^{l1}	<i>ash2</i> ^{l12411}	<i>ash1</i> ²²	<i>ash2</i> ^{l1}	<i>ash2</i> ^{l12411}	<i>ash1</i> ²²
Development	2.51E-16	1.57E-21	2.40E-04	8.18E-01	1.00E+00	8.25E-01
Organ development	3.21E-10	1.45E-11	1.19E-01	5.63E-01	1.00E+00	9.67E-01
Wing disc development	7.98E-04	2.44E-05	3.01E-01	9.04E-01	1.00E+00	none
Dorsal/ventral pattern formation, imaginal disc	1.99E-01	2.79E-01	1.26E-01	6.93E-01	none	none
Anterior/posterior pattern formation, imaginal disc	4.93E-02	1.09E-01	none	none	none	none
Death	2.06E-04	5.37E-03	3.01E-01	3.64E-01	1.00E+00	8.65E-01
Regulation of growth	1.49E-02	1.23E-02	6.73E-02	8.30E-01	1.00E+00	8.95E-01
Mitochondrion	1.00E+00	1.00E+00	9.25E-01	4.16E-04	2.45E-05	3.82E-01
Mitochondrial ribosome	none	none	none	1.38E-02	1.99E-05	3.50E-01

	FDR adjusted P value < 0.01
	FDR adjusted P value < 0.05

How the deposited data were processed for this re-analysis (not part of the article)

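Wing disc RNA of 3 mutants (the *ash2* alleles ash2-I1 and ash2-112411, and the *ash1* allele ash1-22) was compared with a reference pool of an isogenic line on 12 dual-channel arrays, 4 per allele, from 2 extractions per allele with the dyes exchanged on the 2 arrays of each extraction. By the paper's methods, the authors quantified the arrays with GenePix, removed spots that failed quality thresholds, corrected the background with normexp, normalized with OLIN within arrays and scaled by the median absolute deviation within each set of 4 arrays. The deposited log2 values are the authors' ratios of Cy5 over Cy3 after these steps, not scaled across alleles, and arrays with the mutant in Cy3 were multiplied by −1. The turned values were checked against the paper's tables of means. Raw intensities, the Affymetrix arrays, RT-PCR, protein, clone, chromosome staining and co-immunoprecipitation data were not analysed here.

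The values table has 16416 spots, of which 14258 have a value on at least 1 array, and 13164 probes carry 1 gene symbol in the annotation used. Probes with several symbols (101) and spots the annotation does not list (3151, of which 1441 have a value) were left out. The 12142 genes with a probe include 689 with more than 1. A probe was tested in an allele when both extractions had a value on at least 1 array. A value from 1 array alone keeps its dye bias, which the SE need not show. With all 4 arrays measured, 234 genes were up and 324 down in ash2-I1. The number of arrays limits the precision, and signal over background is not part of the values.

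The 2 arrays of an extraction were averaged, and limma 3.58.1 in R 4.3.3 was fitted to the 6 extractions (11698 probes), with 1 mean per allele tested against 0 and the spread of a probe shared by the alleles. The prior SD was 0.118 with 4.35 prior degrees of freedom. The pool is 1 control sample on every array, so its own error is in no SE and is shared by the alleles. P values were adjusted by Benjamini and Hochberg's method within each allele, and a gene was called at an adjusted p under 0.05 and over 1.5-fold, a log2 ratio of 0.58. At an adjusted p under 0.05 alone there were 2692 probes in ash2-I1, 5227 in ash2-112411 and 963 in ash1-22. A gene with probes called both ways was counted in neither direction. The value given for a gene is that of the probe measured on the most arrays. Counts within lists, terms and disc parts use that probe alone unless every probe is said to be counted. Differences between alleles are contrasts of the same fit. On simulated data with known changes, 97.0% to 100.0% of changed probes passed an adjusted p under 0.05 in each allele. Of the probes that passed, 4.79% to 7.04% were false. No fold threshold was applied there and no error of the pool was simulated, so these are not the rates of the calls given.

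Gene lists were fixed before the data were examined: wing disc patterning, anterior/posterior axis, dorsal/ventral axis, vein and intervein, Hox genes, Polycomb and trithorax group, ASH2 and Set1 type complex, Sin3 deacetylase complex, mitochondrial and cytosolic ribosomal proteins, oxidative phosphorylation, glycolysis, ecdysone response, cell cycle, apoptosis, JNK and JAK/STAT signalling, glutathione S-transferases, small heat shock and chaperone genes, cuticle proteins, Notch targets of the E(spl) complex, insulin and TOR growth control, markers of other tissues (muscle, adult muscle precursors, trachea, hemocytes, fat body, salivary gland, nervous system, gut, leg disc), the wing disc genes of Klebes *et al*., and the genes higher in Sin3A-deficient cells with their mitochondrial subsets. Lists with at least 3 genes measured in all 6 extractions were tested with camera at a preset correlation of 0.01, adjusted over 87 pairs of list and allele, of which 34 passed (44 at an unadjusted p under 0.05). With an estimated correlation 0 passed camera (10 at an unadjusted p under 0.05). That setting tests on the few residual degrees of freedom of the fit to 6 extractions, so it has little power. For mitochondrial ribosomal proteins in ash2-I1 the estimated correlation was −0.0098, below the preset 0.01, yet the camera p went from 1.3e-09 to 0.0045. A list that passed only with the preset correlation is thus not shown to rest on correlation between its genes. The paper reports changes in several of these groups from the same arrays, so the list tests are not independent of its results. The value given for a list is the median log2 ratio of its genes minus that of all genes in the test, which was 0.00 in ash2-I1, −0.11 in ash2-112411 and −0.02 in ash1-22. Overlaps were tested with Fisher's exact test, one-sided for ash1-22 with *ash2* and two-sided elsewhere. That test takes genes as independent, which they are not, so its p are likely too small. Functional terms and disc parts were taken from the paper's tables, and 21 of their 577 gene names (among them *eiger* and *scylla*), and 87 of 2283 in the tables of means, matched no symbol or synonym of the annotation, so counts of listed genes leave them out. The enrichment of terms was not analysed here.

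The shared pool was simulated 50 times with no effect of any allele and a pool that varied as an extraction does, and the shares of genes with the same sign in that simulation were added after the values were seen. Alternatives were the 4 arrays as replicates, the extraction as a random block, each allele alone, a replicate block, other filters on missing spots, a common scale for all arrays, no scaling, 1 dye orientation only, probes averaged per gene, a test against the fold threshold (treat), an estimated correlation for lists, and each extraction left out in turn. Genes named are those in the paper's results text or Fig. 2c, the 10 largest called in each allele and direction with the same sign on every measured array, and up to 4 called members of each list (at least 2 uncalled where fewer were called), and the paper's tables had been read when this rule was written. Outside this rule, *in*, *Poxn*, *jumu*, *mirr*, *salm*, *Smox*, *brm*, *hh*, *dlp*, *btsz*, *path*, *hpo*, *apt*, *CG9338*, *Gs2*, *Dtg*, *Lsd-2* and *Vha36-1* were chosen after their values were seen. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used, with the random seed 20070428.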

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

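No test in this part was chosen after its result was seen, but the single genes in its last paragraph were chosen by their calls. The results given here were marked by a test of the difference between a pair of alleles, on the same contrast with the reference pool. By limma, 2058 genes differed between ash2-I1 and ash2-112411, 1332 between ash2-I1 and ash1-22, and 2029 between ash2-112411 and ash1-22. Each allele was on its own set of arrays, scaled within the set by the authors, so a difference between alleles cannot be told apart from a difference between sets of arrays.

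For gene lists the value is the median over the list of the gene by gene difference between the alleles, minus that over all genes in the test. The cuticle proteins differed by −0.17 (adjusted p = 0.035) and the Klebes wing disc genes by −0.35 (adjusted p = 0.011) in ash2-I1 minus ash2-112411. In ash2-I1 minus ash1-22 the differences were 0.26 for mitochondrial ribosomal proteins (adjusted p = 4.2e-05), 0.30 for oxidative phosphorylation (2.7e-04), 0.26 for Sin3A genes (3.3e-07), 0.40 and 0.36 for their subsets of the mitochondrial ribosome and the mitochondrion (2.7e-04 and 4.2e-05), −0.58 for glycolysis (0.0042), −0.26 for the Klebes genes (0.0034), −0.25 for wing disc patterning (0.0093) and −0.20 for the cell cycle (0.016). In ash2-112411 minus ash1-22 they were 0.36 for mitochondrial ribosomal proteins (2.9e-07), 0.43 for oxidative phosphorylation (1.1e-05), 0.16 for Sin3A genes (0.0011), 0.37 and 0.15 for their subsets (2.2e-04 and 0.035), −0.22 for the cell cycle (0.026) and −0.46 for the Sin3 deacetylase complex (0.035). These are the 18 of 87 comparisons that passed with a preset correlation, and with an estimated correlation 0 of 87 passed (lowest adjusted p 0.40).

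Single genes are given here because their calls were in opposite directions in a pair of alleles, so the test of the difference adds no evidence for them and its p is not given. *InR* differed by −1.67 in ash2-I1 minus ash2-112411 and *Gnpnat* by −1.84 in ash2-I1 minus ash1-22. The histone gene *His1:CG31617* differed by −3.085 in ash2-112411 minus ash1-22. The Pax gene *toy* differed by 2.89 in ash2-I1 minus ash1-22 and by 2.83 in ash2-112411 minus ash1-22. The fall of *toy* in ash1-22 was not called without either replicate (adjusted p 0.17 and 0.15), nor were its rise in ash2-112411 (0.069 and 0.058) and, without ash2-I1 replicate 1, its rise in ash2-I1 (log2 ratio 0.56, below 1.5-fold). The rise of *His1:CG31617* in ash1-22 was not called without either replicate (0.070 and 0.063), nor was its fall in ash2-112411 without ash2-112411 replicate 1 (−0.86, adjusted p 0.074). Dixon's test on spots measured, median log2 ratio and median absolute deviation marked no array in 9 groups of 4, but it has little power with 4 arrays. In ash1-22, replicate 2 with the mutant in Cy3 had 5804 spots measured against 9190, 9985 and 10747 on the other arrays.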

How the results depend on the processing

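Chosen after the results were seen were the fits with spots the annotation does not list, chromosome 3 without single extractions, and the counts of list, term and disc part genes. Of the counts of called genes, 65 of 78 alternatives other than leaving out an extraction lay within 1.5 times the value given. The others were, up and down, 234 and 324 in ash2-I1 with all 4 arrays measured; with treat, 148 and 153 in ash2-I1, 250 and 155 in ash2-112411 and 15 and 5 in ash1-22, since treat asks for more than the threshold; on a common scale, 485 and 334 in ash2-112411 and 308 and 316 in ash1-22; and 57 up in ash1-22 with the mutant in Cy5 only. The correlations were 0.666, 0.492 and 0.677 for ash2-I1 and ash2-112411, ash2-I1 and ash1-22, and ash2-112411 and ash1-22 over genes called in at least 1 allele; 0.348 for ash2-I1 and ash1-22 with the mutant in Cy3 only; and for ash2-112411 and ash1-22 0.662 over probes on all 12 arrays, 0.556 in Cy5 only and 0.552 in Cy3 only. Genes that differ were 1058 between the *ash2* alleles and 679 between ash2-112411 and ash1-22 on a common scale. As that scale gives every array the same spread, its counts cannot show which allele changed more genes. With an estimated correlation the values of lists were unchanged but none passed: Klebes genes in ash2-I1 −0.43 (adjusted p 0.37), Sin3A genes in ash2-I1 0.29 (0.37) and ash2-112411 0.22 (0.44), mitochondrial ribosomal proteins 0.31 and 0.36 (0.26 each), wing disc patterning −0.49, −0.22 and −0.18 (0.37 each), and 0 other lists. With the extraction as a random block, Sin3A genes in ash1-22, at an adjusted p of 0.61 with an estimated correlation and no block, passed (0.11, adjusted p 0.0075) and wing disc patterning in ash2-112411 did not (−0.12, adjusted p 0.16). The correlation within an extraction in that fit was −0.461. A negative value makes the block treat the 2 arrays of an extraction as more precise together than 2 independent arrays. The difference of *Dr* in ash2-112411 minus ash1-22 was reversed on a common scale (0.06, adjusted p 0.85). Leaving out each extraction gave 21 to 157 genes up and 20 to 110 down in ash1-22, the lowest without ash1-22 replicate 1; correlations of 0.542 to 0.634, 0.351 to 0.447 and 0.542 to 0.604; 790 to 1955, 487 to 1392 and 312 to 2338 genes that differ between the pairs in that order; 13 to 76 genes down and 13 to 118 up shared by ash1-22 and an *ash2* allele; 0.0406 to 0.0591 for Sin3A genes in ash1-22 (adjusted p 0.026 to 0.16); and odds ratios for chromosome 3 of 1.09 to 1.29, 1.09 to 1.13 and 1.41 to 2.58 in ash2-I1, ash2-112411 and ash1-22. A lone extraction was assumed to vary like the other groups. Its error is larger, so a call lost in this way need not mean that the replicates differ. Of the calls in ash1-22, 13.6% of genes up and 19.0% down were called without replicate 1, and 46.1% and 37.1% without replicate 2. The replicate block moved no count or correlation out of these limits, and 35 of 87 list pairs passed with it. For named genes, 1314 of 1343 such alternatives and 1176 of 1352 with an extraction left out kept the direction and side of the threshold, and for lists 292 of 339 and 496 of 522. Except for treat the cause was not tested. The authors removed spots by thresholds that include foreground against background signal, which limits how many genes were measured: 5804 to 11179 spots per array.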

Differences from the paper's values

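Of 32 counts, percentages and correlations compared with the paper's text, tables and figures, 5 differed, all read by eye from a figure. Counts and percentages were taken to differ when one was over 1.5 times the other, and correlations and log2 ratios when their signs differed or they lay further apart than the replicate SD here. In Fig. 2d, the paper's numbers of wing disc genes of Klebes *et al*. for *ash2* are about 10 up and about 12 with no change, read by eye, against 6 and 30 here. The group here is wider (58 measured genes). Of the alternatives set before the data were examined, the count up was 7 and no longer differed with the 4 arrays as replicates, without ash1-22 replicate 1 or 2 and without ash2-112411 replicate 1, but differed with the replicate block and without the other 3 extractions, and the count with no change differed under all of these. For *ash1* the paper's numbers in Fig. 2d are about 3 up and about 16 with no change, read by eye, against 1 and 46 here (54 measured genes). The count up was 3 with the 4 arrays as replicates, and it did not differ without ash1-22 replicate 2 or without ash2-I1 replicate 1 or 2 (2 each), but did with the replicate block and without the other 3 extractions. The count with no change differed under all of these. The paper's own list of misregulated wing disc genes for *ash1* holds 5, and all 5 fell here. The reading by eye of about 3 up is thus unsure, and so is that difference. In Fig. 4a the paper's share of Sin3A genes up in *ash2* is about 48%, read by eye, against 28.8% here over a wider group of 312 genes, each by its probe measured on the most arrays. Counting every probe, 91 of 313 rose. Without ash2-I1 replicate 2 it was 33.0% and did not differ, and it differed under the other alternatives set before the data were examined.

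Of 305 log2 ratios of named genes in the paper's tables, 6 differed. For *Msp300* in ash1-22 the paper's value is 0.84 and the value here 0.15, for *RpS12* in ash1-22 the paper's is 0.68 and here −0.31, and for *kis* in ash1-22 the paper's is −1.04 and here −0.45. For *verm* the paper's value is 0.61 in ash2-112411 and 0.80 in ash2-I1, and the values here are −0.003 and 0.53. These 5 differed under every alternative set before the data were examined. For *RpL23* in ash2-112411 the paper's value is 1.01 and the value here 0.83, which did not differ without ash2-112411 replicate 2 (0.91) and differed under the other alternatives set before the data were examined. Other probes of these genes, looked at after the values were seen, gave 0.84 for *Msp300* on 4 arrays, −1.05 for *kis* on 2 arrays, and for *verm* 0.58 and 0.335 in ash2-112411 on 4 arrays each and 0.77 and 0.80 in ash2-I1 on 2 arrays each. Those of *RpS12* gave 1.20 on 1 array and 0.01 on 2 arrays (0.005 before rounding), and *RpL23* has 1 probe.

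The paper states that no gene of either axis term was overexpressed in any allele. Of the measured genes of those terms 3 of 3 dorsal/ventral and 4 of 4 anterior/posterior genes listed as lower in ash2-I1 fell, and the 1 gene its tables list as higher, *dlp*, had a log2 ratio of 0.56 in ash2-I1 and was called up without ash2-I1 replicate 2 and with the 4 arrays as replicates, which were chosen for this term after the values were seen.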

Other observations

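Of the tests in this part, chromosome 3 without single extractions, the counts of list genes without single extractions and the covariance of single pairs of alleles were chosen after the results were seen. In JNK and JAK/STAT signalling, the cytokine gene *upd1* rose in ash2-I1 (log2 ratio 2.44 ± 0.19, SE, n = 2 extractions) and was at 0.48 ± 0.19 in ash2-112411, and the phosphatase gene *puc* rose in ash2-I1 (0.86 ± 0.11) and was at −0.24 ± 0.11 in ash2-112411. Of that list 4 of 10 rose in ash2-I1, 2 of 13 rose and 2 fell in ash2-112411, and none of 13 was called in ash1-22. There 1 was higher and 1 lower at an adjusted p under 0.05 but below 1.5-fold, and 3 were higher and 3 lower at an unadjusted p under 0.05. The adjusted p of the list from camera was 0.23, 0.77 and 0.77, and 0.068 for its difference between the *ash2* alleles. The glycolysis genes *Tpi* (−1.21 ± 0.12) and *Pgi* (−0.88 ± 0.08) fell in ash2-I1, as did 4 of 8 of their list, with 3 of 13 falling and 1 rising in ash2-112411 and none of 12 in ash1-22 (limma, 1 higher and 4 lower at an unadjusted p under 0.05). The median of that list was lower by −0.57 in ash2-I1 (adjusted p = 0.0010, and 0.37 with an estimated correlation), −0.43 in ash2-112411 (0.093) and −0.18 in ash1-22 (0.43). Of glutathione S-transferase genes 10 of 25, 9 of 31 and 3 of 30 rose in ash2-I1, ash2-112411 and ash1-22 and 3, 1 and 0 fell, with *GstE5* at 1.24 ± 0.07 in ash2-112411 and adjusted p of 0.078, 0.12 and 0.094 for the list. Of cuticle protein genes 9 of 69 rose and 3 fell in ash2-112411 (0.31, adjusted p = 0.0073, 0.46 with an estimated correlation), 5 of 38 rose and 4 fell in ash2-I1 (median 0.07, mean −0.03, adjusted p = 0.52), and 3 of 57 rose and 3 fell in ash1-22 (0.13, adjusted p = 0.042, 0.52 with an estimated correlation and 0.13 without ash1-22 replicate 1). In these 4 lists the counts adjusted over the list alone were the same, but for 5 cuticle genes up in ash1-22.

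Of ecdysone response genes 6 of 13 fell and 2 rose in ash2-I1, 7 of 16 fell and 3 rose in ash2-112411, and 3 of 16 fell in ash1-22 (1 rose adjusted over the list alone), with *ImpE3* at −1.12 ± 0.12 in ash2-112411, and the list did not pass camera (adjusted p = 0.12, 0.40 and 0.18). Of vein genes 3 of 9, 3 of 10 and 1 of 10 fell (adjusted p = 0.16, 0.29 and 0.55), the median in ash1-22 being 0.08 and the mean −0.07. Of the ASH2 and Set1 type complex 1 of 10 and 3 of 11 fell in ash2-I1 and ash2-112411 and none of 8 was called in ash1-22. There 1 was lower and 0 higher at an adjusted p under 0.05 but below 1.5-fold, and 3 were lower and 0 higher at an unadjusted p under 0.05. The adjusted p of the list from camera was 0.43, 0.096 and 0.093. *Hcf*, a subunit gene, was at −0.71 ± 0.09 in ash2-112411 and at −0.57, below 1.5-fold, without ash2-112411 replicate 2. Of Notch targets 1 of 10 rose and 2 fell in ash2-I1, and none was called in ash2-112411 or ash1-22. At an adjusted p under 0.05 from limma, but below 1.5-fold, 2 of 13 were higher and 3 lower in ash2-112411. In ash1-22 0 of 10 were higher and 2 lower in that way. At an unadjusted p under 0.05, 3 were higher and 4 lower in ash2-112411, and 1 and 2 in ash1-22. The adjusted p of the list from camera was 0.49, 0.50 and 0.66. Of apoptosis genes 1 of 10 rose and 1 fell in ash2-I1, 1 of 12 rose and 1 fell in ash2-112411, and 1 of 11 rose in ash1-22 (adjusted p 0.89, 0.94 and 0.99), with median and mean of opposite sign in ash2-112411 (0.01 and −0.04) and ash1-22 (−0.04 and 0.03). Insulin and TOR genes had a median of 0.04 and a mean of −0.04 in ash2-112411. Hemocyte markers (0 of 8, 2 of 11 and 0 of 10 rose by limma, and 1, 4 and 4 were higher at an unadjusted p under 0.05), tracheal markers (1 of 7 rose and 2 fell, 2 of 8 rose and 1 fell, 1 of 7 rose; median −0.08 and mean 0.10 in ash2-112411) and fat body markers in ash2-I1 (1 of 4 rose, median −0.10, mean 0.53) and ash2-112411 (1 of 6 rose) did not pass. Not tested as lists, for few genes, were Hox genes (1, 3 and 2 measured, 0 called by limma and 0 at an unadjusted p under 0.05), gut markers (1 of 9 up in ash2-112411), leg disc markers (1 of 2, 3 of 5 and 2 of 6 down, 1 up in ash2-112411), nervous system markers (2 of 5 down in ash2-I1) and salivary gland markers (1, 6 and 5 measured, 0 called by limma, with 0, 3 and 3 higher at an unadjusted p under 0.05). Of the counts above, those that moved by more than 1.5 times were, in ash1-22, 0 ecdysone, vein, leg disc and cuticle genes down and 0 apoptosis genes and 1 glutathione S-transferase gene up without either replicate, 0 cuticle and 0 tracheal genes up without replicate 1, and 3 fat body, 1 hemocyte and 1 salivary gland markers and 1 cuticle gene up without replicate 2. In the *ash2* alleles, 0 Notch and 0 apoptosis genes rose in ash2-I1 without ash2-I1 replicate 1, where 2 glycolysis genes fell and 1 ecdysone gene rose, and 1 vein gene rose without ash2-I1 replicate 2. In ash2-112411, 0 JNK and JAK/STAT, gut and leg disc genes and 1 tracheal gene rose without replicate 2, and 0 hemocyte, 1 Notch and 1 salivary gland genes rose and 2 apoptosis genes fell without replicate 1.

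Genes changed the same way in ash1-22 and an *ash2* allele may reflect the 1 reference pool. The mean covariance over pairs of alleles was 5.12 times that simulated for a pool that varies as an extraction does, and that of ash1-22 was 2.92 times with ash2-I1 and 4.54 times with ash2-112411. As 0 control samples were set against the pool, its spread is only assumed and this stays open. Chromosome 3 was not made isogenic, and the odds ratio for it among the shared genes was 1.19 (95% confidence interval 0.880 to 1.62, two-sided Fisher's exact test, p = 0.259), which does not decide. An earlier stage of the ecdysone response in mutant discs could lower its genes, whose medians were below all genes in the 3 alleles (−0.59, −0.59 and −0.14), but the highest adjusted p was 0.40. A common action of the genes, the paper's reading, was not tested apart from these.

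Of muscle genes 5 of 12 rose and 1 fell in ash2-I1 and 4 of 18 rose and 1 fell in ash2-112411, with *Mlc2* at 2.15 ± 0.20 and 1.37 ± 0.20, but the list did not pass camera (adjusted p = 0.39 and 0.19). A larger share of adult muscle precursors in the discs might raise such genes, but the median of the markers of these cells lay below that of all genes measured in each allele, the higher difference being −0.36. Over the genes in the set test alone it was −0.34 in ash2-I1 and −0.27 in ash2-112411. The markers are few, 3 of 3 and 3 of 4 below (means −0.54 ± 0.26 and −0.23 ± 0.18, SE), so this remains open. For larval tissue carried along, 0 of 4 lists of other larval tissues were higher in both alleles by camera, but only 2 of the 4 could be tested, so it stays open as well. No biological explanation was tested.

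Of genes called in ash2-I1, 48.5% lie on chromosome 3 against 44.2% of those tested (odds ratio 1.22, two-sided Fisher's exact test, p = 0.0074), and 1.09 (p = 0.24) without ash2-I1 replicate 1. In ash2-112411 the odds ratio was 1.17 for genes that fell (p = 0.0317, same exact test) and 1.01 for genes that rose (p = 0.856, same exact test). For all genes called there the shares were 46.7% and 44.8% (odds ratio 1.10, p = 0.0803, same exact test), with an odds ratio of 1.13 without ash2-112411 replicate 2. In ash1-22 they were 51.0% and 44.7% (odds ratio 1.30, p = 0.0462, same exact test), and 1.41 (p = 0.056) without ash1-22 replicate 2, with 60.6% of genes that fell (odds ratio 1.92, p = 0.00138). For genes that fell in ash1-22 the odds ratio was 2.89 without replicate 1 and 2.67 without replicate 2, and for genes that rose it was 0.982 (p = 0.934, same exact test), 2.30 without replicate 1 and 1.04 without replicate 2. In ash1-22 the fat body genes *Fbp1* and *Lsp2* were at 1.07 and 1.92 (adjusted p = 0.16 and 0.19), and at 2.26 and 4.19 (adjusted p = 7.5e-04 and 0.0015) without replicate 2 but below 0 without replicate 1.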
